# Characterization of developmental defects in the forebrain resulting from hyperactivated mTOR signaling by integrative analysis of transcriptomic and proteomic data

**DOI:** 10.1038/s41598-017-02842-6

**Published:** 2017-06-06

**Authors:** Jiheon Shin, Minhyung Kim, Hee-Jung Jung, Hye Lim Cha, Haeyoung Suh-Kim, Sanghyun Ahn, Jaehoon Jung, YounAh Kim, Yukyung Jun, Sanghyuk Lee, Daehee Hwang, Jaesang Kim

## Abstract

Hyperactivated mTOR signaling in the developing brain has been implicated in multiple forms of pathology including tuberous sclerosis complex (TSC). To date, various phenotypic defects such as cortical lamination irregularity, subependymal nodule formation, dysmorphic astrocyte differentiation and dendritic malformation have been described for patients and animal models. However, downstream networks affected in the developing brain by hyperactivated mTOR signaling have yet to be characterized. Here, we present an integrated analysis of transcriptomes and proteomes generated from wild-type and Tsc1/Emx1-Cre forebrains. This led to comprehensive lists of genes and proteins whose expression levels were altered by hyperactivated mTOR signaling. Further incorporation of TSC patient data followed by functional enrichment and network analyses pointed to changes in molecular components and cellular processes associated with neuronal differentiation and morphogenesis as the key downstream events underlying developmental and morphological defects in TSC. Our results provide novel and fundamental molecular bases for understanding hyperactivated mTOR signaling-induced brain defects which can in turn facilitate identification of potential diagnostic markers and therapeutic targets for mTOR signaling-related neurological disorders.

## Introduction

Mechanistic target of rapamycin (mTOR) signaling is involved in a broad spectrum of brain development processes including proliferation of neural stem cells, differentiation of neurons, and assembly and maintenance of neuronal circuits^1^. mTOR signaling also functions in regulation of essential neurophysiological behaviors, such as sleep, feeding, and circadian rhythm^1^. Not surprisingly, dysregulation of mTOR signaling is implicated in diverse neurological disorders encompassing developmental, degenerative and psychiatric types. Most notable among them is tuberous sclerosis complex (TSC) which is an autosomal dominant disease caused by mutations of TSC1 and TSC2 genes respectively encoding hamartin and tuberin proteins^2, 3^. Loss-of-function of these genes, which act as negative regulators of mTOR signaling, leads to hyperactivation of the signaling pathway. TSC leads to formation of benign tumors in multiple organs including brain, kidney, lung, and skin^2, 3^. Abnormal brain development featuring such benign tumors is often observed in TSC patients, resulting in intellectual disability, epileptic seizures, and autism^2, 3^.

A murine TSC model with brain-specific hyperactivation of mTOR signaling pathway can be obtained via the use of Emx1-Cre mouse line in combination with loxP-TSC1 line as previously described^4, 5^. Magri *et al*.^4^ reported that this model partially recapitulates TSC with lesions including cortical lamination defects and subependymal nodule formation. Carson *et al*.^5^ also reported that this model shows the cortical lamination defect as a prominent phenotype as well as enlarged dysmorphic astrocytes and decreased myelination. Notably, prenatal treatments with rapamycin, an mTOR inhibitor, rescued these mice from brain malformation and early death, indicating that hyperactivated mTOR signaling is indeed responsible for the aberrant phenotypes. Moreover, hyperactivation of mTOR signaling has also been examined for its effects on neuronal development *in vitro* where neuronal morphology and property could be examined in detail^6, 7^. Consistent with the observation *in vivo*, loss of TSC1 or TSC2 triggered enlargement of neuronal somas. Further, dendritic morphology showed clear alterations and decreased density along the dendrites. In addition, Choi *et al*.^7^ reported that depletion of TSC1 or TSC2 induced formation of extra axons. Together, these data indicate that mTOR signaling is critically involved in neuronal maturation process including cell body growth, axonogenesis, and synaptogenesis.

There have been only limited efforts to characterize genes and/or proteins underlying such phenotypic consequences of the hyperactivated mTOR signaling despite the clear effects observed both *in vivo* and *in vitro*. Nie *et al*.^8^ performed gene expression profiling of hippocampal neurons after knockdown of TSC2 and found that expression of Atf3, a transcription factor (TF), and of Gelsolin (GSN), one of its target genes with a role in regulating actin cytoskeleton, is up-regulated. They also showed that shRNA-mediated down-regulation of Atf3 not only reduces Gelsolin expression but also rescues dendritic spine defects, thereby providing a set of downstream effectors of mTOR signaling in developing neurons. Clearly, this represents only a minor fraction of the molecular network downstream to mTOR signaling, especially given that characterization of developing brain has yet to be carried out.

Here, we describe an integrated analysis of transcriptomes and proteomes generated from telencephalon tissues of the forebrain in Tsc1/Emx1-Cre mice. Comparative analyses of data from wild-type (WT) and Tsc1/Emx1-Cre telencephalons revealed sets of genes and proteins altered by TSC1 knockout. Moreover, functional enrichment analyses of these genes and proteins together with gene expression data from TSC patients further prioritized important downstream components and their associated pathways, providing a core molecular network affected by TSC1-dependent hyperactivation of mTOR signaling. In sum, this study establishes fundamental molecular bases for phenotypic aberrations caused by hyperactivated mTOR signaling in the brain, which can be useful for isolation of biomarkers and/or therapeutic targets of mTOR signaling-related neurological disorders.

## Results

### Transcriptomic and proteomic analysis of forebrain tissues with hyperactivated mTOR signaling

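The mRNA-sequencing compared telencephalon tissue, the part of the forebrain that holds the cortex and the striatum, from 3 wild-type (WT) and 3 Tsc1/Emx1-Cre (TSC1) mice at postnatal day 0. In the TSC1 mice, Cre recombinase expressed from the Emx1 locus deleted part of Tsc1 in the embryonic dorsal cortex, and the WT mice were littermates with the floxed gene and no Cre. The authors trimmed the reads, aligned them to the mouse genome (mm10) with MapSplice2 and quantified each gene with RSEM, a program that divides reads matching several transcripts among them. The deposited tables give, for each of 22651 genes in each mouse, an expected count, a TPM, an FPKM, the transcript length and the effective length, and no replicates were pooled. The expected counts, the unit used for the main test, were not normalized for depth. Their totals were 16163214, 17772865 and 14119365 in WT replicates 1, 2 and 3, and 15313194, 14536445 and 16154603 in TSC1 replicates 1, 2 and 3. A depth of 3 counts, the smallest that was taken as a detection, corresponded to between 0.169 and 0.212 CPM in a sample. The expected counts were rounded to whole numbers and compared with edgeR's quasi-likelihood test after TMM normalization, over the 13969 genes that edgeR's filter on low counts kept, and genes with a Benjamini-Hochberg adjusted p-value below 0.05 were called DEGs. The integrative statistical method of the paper was rerun beside it on log2(TPM + 1) of the 13844 genes with a TPM of at least 1 in at least 3 of the 6 samples. Its null distributions came from all 20 assignments of 3 of the 6 samples to a group. The paper's methods name neither the expression unit, the offset on the log scale nor the threshold for an expressed gene, so these were set before the tables were read. The normalization, the filter on low values, the unit and the choice of test are the steps that could change the numbers most.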

We first performed mRNA-sequencing in order to obtain gene expression profiles of telencephalon tissues in the forebrain. Three independent WT (n = 3) and Tsc1/Emx1-Cre (TSC1) mice (n = 3) at postnatal day 0 were used for the sequencing (Materials and Methods). 

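All 6 samples were distinct libraries: over genes counted at least 20 times in a pair of samples, the chi-square statistic per degree of freedom between samples of one group ranged from 5.68 to 17.4, above the sampling noise of repeated counts of 1 library. On TMM-normalized log2 CPM, the first principal component held 47.7% of the variance and the second 19.2%. The WT samples lay at -7.43, -19.2 and -26.3 on the first component, and the TSC1 samples at 26.5, 30.3 and -3.95, so TSC1 replicate 3 lay nearer to WT replicate 1 than to the other TSC1 samples on that axis. The groups share replicate numbers, and the pairing used below is taken from the sample labels. Deviations from the group means correlated across genes with a mean r of 0.151 between WT and TSC1 samples of the same number and of -0.0766 between samples of different numbers. By number, r was 0.267 for replicate 1, -0.133 for replicate 2 and 0.318 for replicate 3, so a pairing by number was not shown. WT replicate 1 with TSC1 replicate 2 had 0.211, and WT replicate 2 with TSC1 replicate 1 had -0.00222. Replicate 3 was the only male pup of each group. Deviations from a group's mean cancel within the group, so the mean r for different numbers is not separate evidence. Genes are not independent replicates, and these correlations describe the samples only. With the replicate number as a block, edgeR gave 551 DEGs, and without the block it gave 212.

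**Figure D1:**
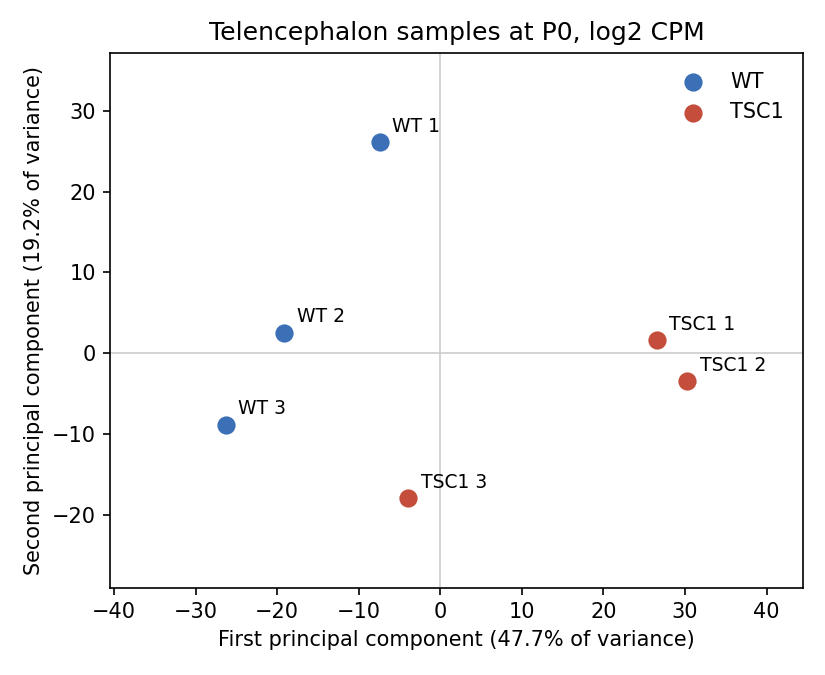
The first (x axis) and second (y axis) principal components of log2 CPM, in component units, for the 3 WT (blue) and 3 TSC1 (red) samples, 1 point per mouse. The WT samples spread from -26.3 to -7.43 on the first component, and TSC1 replicate 3 at -3.95 lies apart from the other TSC1 samples at 26.5 and 30.3.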

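The deposited tables hold the reads that RSEM assigned to genes, not the reads sequenced, so the depth behind the expression values is the total expected count. It was 16018500 ± 1831050 (SD, n = 3 mice) in WT and 15334700 ± 809294 (SD, n = 3) in TSC1, and the groups overlapped (exact permutation test, p = 0.6; the smallest p that 3 mice against 3 allow is 0.1). Over all 6 samples the mean was 15676600 ± 1320350 (SD, n = 6). The 10 genes with the most counts took between 4.57% and 4.92% of a sample's total, and the most counted gene, Tuba1a, took between 1.18% and 1.42%, so no single gene set the totals.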

From the mRNA-sequencing, 125.3 million reads on average were obtained from individual samples, and aligning them to the mouse genome resulted in 10.1 Giga bps of mapped sequences corresponding to 120.2-fold coverage of the annotated mouse transcriptome (Materials and Methods). 

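Taking a gene as expressed at a TPM of at least 1, 13770 ± 83.8 genes (SD, n = 6 samples) were expressed per sample, with a range of 13623 to 13856. The mean was 13816.7 ± 56.4 (SD, n = 3) in WT and 13723.3 ± 88.4 (SD, n = 3) in TSC1, and the groups were not told apart (exact permutation test, p = 0.3). In total, 13155 genes reached this level in all 6 samples, 13844 in at least 3 samples and 14441 in any sample. The threshold moved the number more than any other choice: counting every gene with a TPM above 0 gave 16506 genes per sample, and an FPKM of at least 1 gave 12451.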

In the six samples, 14,396 genes on average were found to be expressed (Materials and Methods).

Next, for a comprehensive proteome profiling of forebrains with hyperactivated mTOR signaling, we generated a master accurate mass and time tag (AMT) database (DB) as previously described^9^. To this end, we first generated peptides using the filter-aided sample preparation (FASP) method for protein samples independently obtained from three WT (n = 3) and three TSC1 (n = 3) mice. After pooling peptides from individual samples, we performed mid-pH reverse phase LC (RPLC)-based fractionation of the pooled peptide sample into 24 fractions (Fig. 1A, left branch; Materials and Methods). The 24 fractions were then subjected to liquid chromatography-tandem mass spectrometry (LC-MS/MS) analysis, resulting in 24 LC-MS/MS datasets (Materials and Methods). In addition, we performed triplicate experiments for the peptide samples from each of the three WT and three TSC1 mice, resulting in 18 (3 × 6) LC-MS/MS datasets (Fig. 1A, right branch).

**Figure 1:**
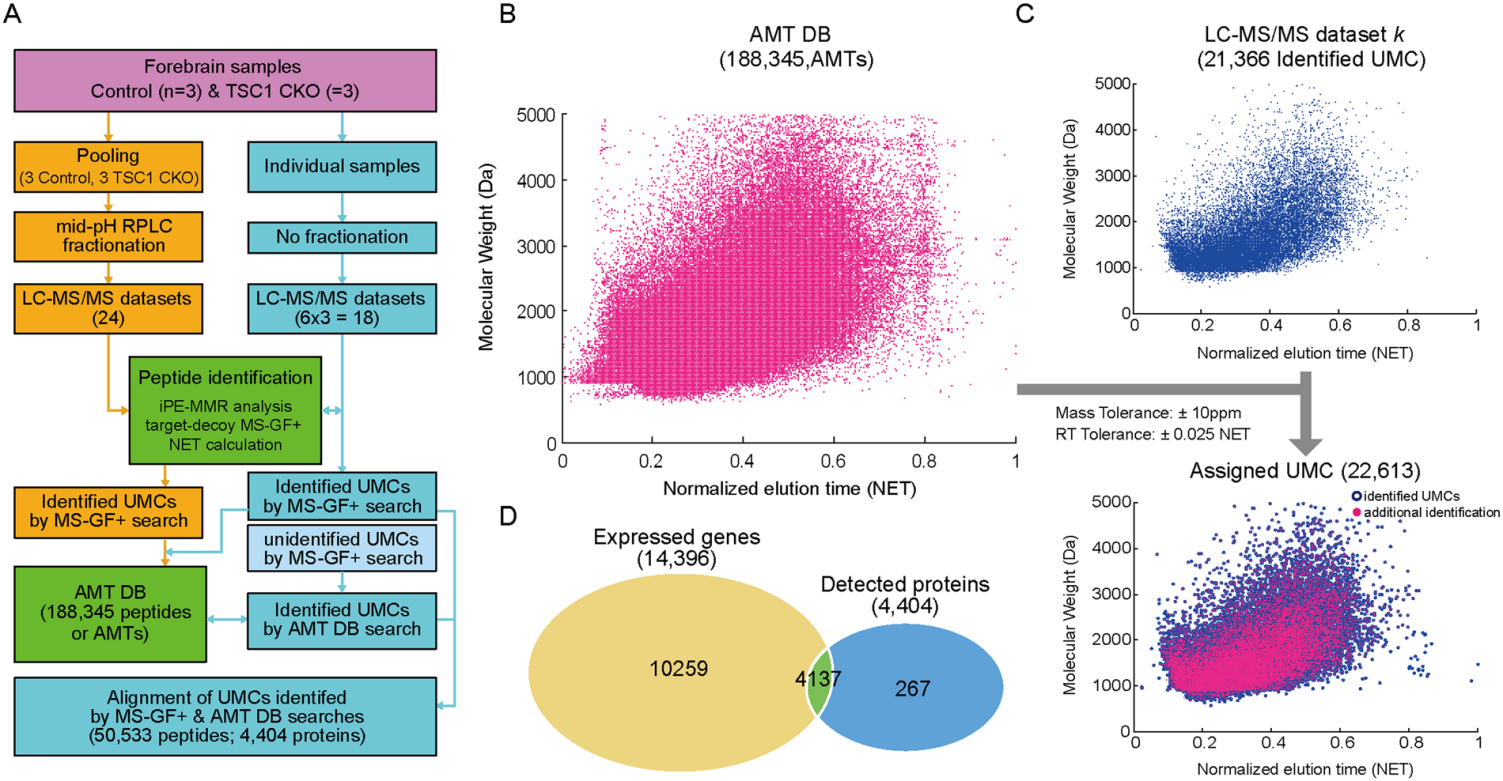
The master AMT DB. (**A**) The overall scheme of AMT DB construction. A total of 42 datasets (24 + 18 from left and right branches, respectively) were generated from LC-MS/MS analysis. For individual datasets, UMCs assigned with protein IDs (identified UMCs) were identified using *i*PE-MMR analysis and target-decoy MS-GF+ search and then used to construct the AMT DB. (**B**,**C**) Utilization of AMT DB to assign protein IDs to unidentified UMCs. The 188,345 AMTs (magenta dots) in the AMT DB are visualized in a 2D (NET and molecular weight) scatter plot (**B**). For a LC-MS/MS dataset (dataset *k*), the identified UMCs (blue dots) are shown in the upper scatter plot. By matching unidentified UMCs in this dataset with AMTs using the indicated mass and NET tolerances, a subset of unidentified UMCs (magenta dots) were assigned with protein IDs. These matched UMCs are shown in the bottom scatter plot (**C**). (**D**) Relationships of expressed genes identified from mRNA-sequencing data with detected proteins from LC-MS/MS datasets. Numbers in parentheses denote the numbers of expressed genes and detected proteins.

We then generated unique mass classes (UMCs) of peptide MS features from the 42 (24 + 18) LC-MS/MS datasets using iPE-MMR analysis^10^, assigned peptide IDs and normalized elution times (NETs) to UMCs (identified UMCs) after target-decoy MS-GF+ search (false discovery rate <0.01) and NET calculation. All identified UMCs were compiled into the AMT DB that comprised 188,345 peptides (Fig. 1A, AMT DB; Fig. 1B; Materials and Methods). For each dataset, we assigned peptide IDs to unidentified UMCs using the AMT DB by matching them with AMTs within the mass and NET tolerances of 10 ppm and 0.025 NET, respectively (magenta dots for additionally identified UMCs by AMT DB in Fig. 1C, bottom). By combining the MS-GF+ and AMT DB search results, 50,533 peptides were identified from 18 LC-MS/MS datasets, corresponding to 4,404 proteins. Of the 4,404 detected proteins, 4,137 overlapped with the 14,396 expressed genes identified from the mRNA-sequencing (Fig. 1D).

### Genes and proteins affected by hyperactivated mTOR signaling

To identify the genes affected by hyperactivated mTOR signalling among the 14,396 expressed genes, we compared their expression levels between TSC1 CKO and WT samples (TSC1 versus WT). 

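The integrative method computes a T value and a log2-median-ratio for each gene and refers both to null distributions made by permuting the samples. Rerun on log2(TPM + 1) of the 13844 genes with a TPM of at least 1 in at least 3 samples, it called 1008 genes at an overall P-value below 0.05 and an absolute log2-median-ratio of at least 0.496, the 95th percentile of the null distribution. Of these, 506 were up-regulated and 502 down-regulated in TSC1. The paper calls its empirical P-values adjusted, and the rerun combined them without a further adjustment for the number of genes tested. Setting the fold change cut at the paper's value of 0.42 moved the count most, to 1355 genes, and quantile normalization of log2(TPM + 1) gave 1024. With each replicate left out in turn, between 823 and 1304 genes were called. Supplementary Table 1 lists 1051 genes, of which 1026 are in the deposited tables by symbol and 942 passed the expression filter. All 942 changed in the listed direction, and 781 of them (82.9%) were called. Across these genes, which are not independent replicates, the listed and rerun log2-median-ratios had a Pearson r of 0.996 and a Spearman rho of 0.972, with a median absolute difference of 0.0592. After quantile normalization, 884 listed genes (93.8%) were called and the median absolute difference was 0.000936. From this list of genes past both cuts, the paper takes the transcripts affected by hyperactivated mTOR signaling.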

From this comparison, we identified 1,053 differentially expressed genes (DEGs; P < 0.05) between TSC1 and WT (Fig. 2A, left) using the integrative statistical method previously reported^11^. The DEGs are comprised of 492 up-regulated and 561 down-regulated genes in TSC1, compared to WT (Fig. 2B; Supplementary Table 1; Materials and Methods). 

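With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 212 of 13969 genes had an adjusted p below 0.05, 120 up-regulated and 92 down-regulated in TSC1, at a common biological coefficient of variation of 0.112. In each of the 212 genes, all 3 TSC1 samples lay on the same side of all 3 WT samples. Their absolute log2 fold changes ranged from 0.305 to 5.68, with a median of 0.622. Of the 212 genes, 163 are in Supplementary Table 1 and 142 were also called by the rerun of the integrative method. Of the 916 listed genes that edgeR tested, all changed in the listed direction, and 765 had an unadjusted p below 0.05. Among them, the largest rise was in Slc7a3, an amino acid transporter gene on chromosome X (mm10, 101079210 to 101086020), at 5.91 ± 1.42 TPM (SD, n = 3) in WT and 82.1 ± 28.5 TPM (SD, n = 3) in TSC1. Its edgeR log2 fold change was 3.78 (standard error 0.278, adjusted p = 0.000846). Cox6a2 rose by 3.48 (standard error 0.369, adjusted p = 0.00391) and Rtp1 by 3.40 (standard error 0.503, adjusted p = 0.0203). Their expected counts in WT replicates 1, 2 and 3 were only 4, 3 and 3 for Cox6a2 and 2, 3 and 2 for Rtp1. The size of these rises is therefore uncertain, and limma on log2(TPM + 1) gave 2.61 for Cox6a2 and 1.10 for Rtp1. Chac1 rose by 3.15 (standard error 0.613, adjusted p = 0.0471) and Sesn2 by 2.56 (standard error 0.211, adjusted p = 0.00112). Eif4ebp1 followed at 2.33 (standard error 0.225, adjusted p = 0.00262) and Trim66 at 1.97 (standard error 0.1303, adjusted p = 0.000846). The last of the 10 largest rises were those of Stc2 at 1.86 (standard error 0.2499, adjusted p = 0.0137), Fam107a at 1.83 (standard error 0.171, adjusted p = 0.00226) and Mthfd2 at 1.69 (standard error 0.251, adjusted p = 0.0203). Of these 10 genes, Slc7a3, Cox6a2, Sesn2, Eif4ebp1, Trim66 and Fam107a kept an adjusted p below 0.05 in all 6 edgeR fits that left out 1 replicate.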

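Among the down-regulated genes, Amd2 fell by 5.68 on the log2 scale (standard error 0.924, edgeR adjusted p = 0.0276), from 23.6 ± 21.8 TPM (SD, n = 3) in WT to 0.46 ± 0.57 TPM (SD, n = 3) in TSC1. Its expected counts were fractional, such as 245.82 in WT replicate 1, so some of its reads were divided among transcripts. Amd1, a near-identical gene, may share them, which was not tested, so the value of Amd2 is uncertain. Th fell by 3.10 (standard error 0.563, edgeR adjusted p = 0.0391) and Frmd7 by 1.73 (standard error 0.347, adjusted p = 0.0479). Pcp4l1 fell by 1.65 (standard error 0.164, edgeR adjusted p = 0.00292), Angptl2 by 1.64 (standard error 0.274, adjusted p = 0.0297) and Arrdc4 by 1.54 (standard error 0.135, adjusted p = 0.00154). Mmrn1 decreased by 1.42 (standard error 0.202, edgeR adjusted p = 0.0189) and Aplnr decreased by 1.34 (standard error 0.168, adjusted p = 0.00925). Spon2 decreased by 1.27 (standard error 0.243, edgeR adjusted p = 0.0449) and Mdfi decreased by 1.22 (standard error 0.231, adjusted p = 0.0433). Pcp4l1 and Arrdc4 kept an adjusted p below 0.05 in all 6 fits that left out 1 replicate. The number of DEGs depended on the test and on single samples: DESeq2 on the same counts gave 636 (335 up-regulated and 301 down-regulated), and leaving out each replicate in turn gave between 29 and 799. With the replicate number as a block, pairing taken from the labels, 551 genes passed, 273 up-regulated and 278 down-regulated, against 212 without the block, and the pairing check gave a mean r of 0.151 for samples of the same number and -0.0766 for the others.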

Next, to identify the proteins affected by hyperactivated mTOR signaling, we first quantitated the abundances of the 50,533 peptides from the 4,404 proteins detected by LC-MS/MS analysis based on the intensities of their corresponding UMCs^12^. We then compared the peptide abundances between TSC1 and WT (TSC1 versus WT) and identified 4,989 differentially expressed peptides (DEpeptides; P < 0.05) using the above integrative statistical method^11^. Using the DEpeptides, we finally selected 444 differentially expressed proteins (DEPs) having more than two unique DEpeptides with the same direction of abundance changes (Fig. 2A, right). The DEPs include 150 up-regulated and 294 down-regulated proteins in TSC1 compared to WT (Fig. 2C; Supplementary Table 2; Materials and Methods).

**Figure 2:**
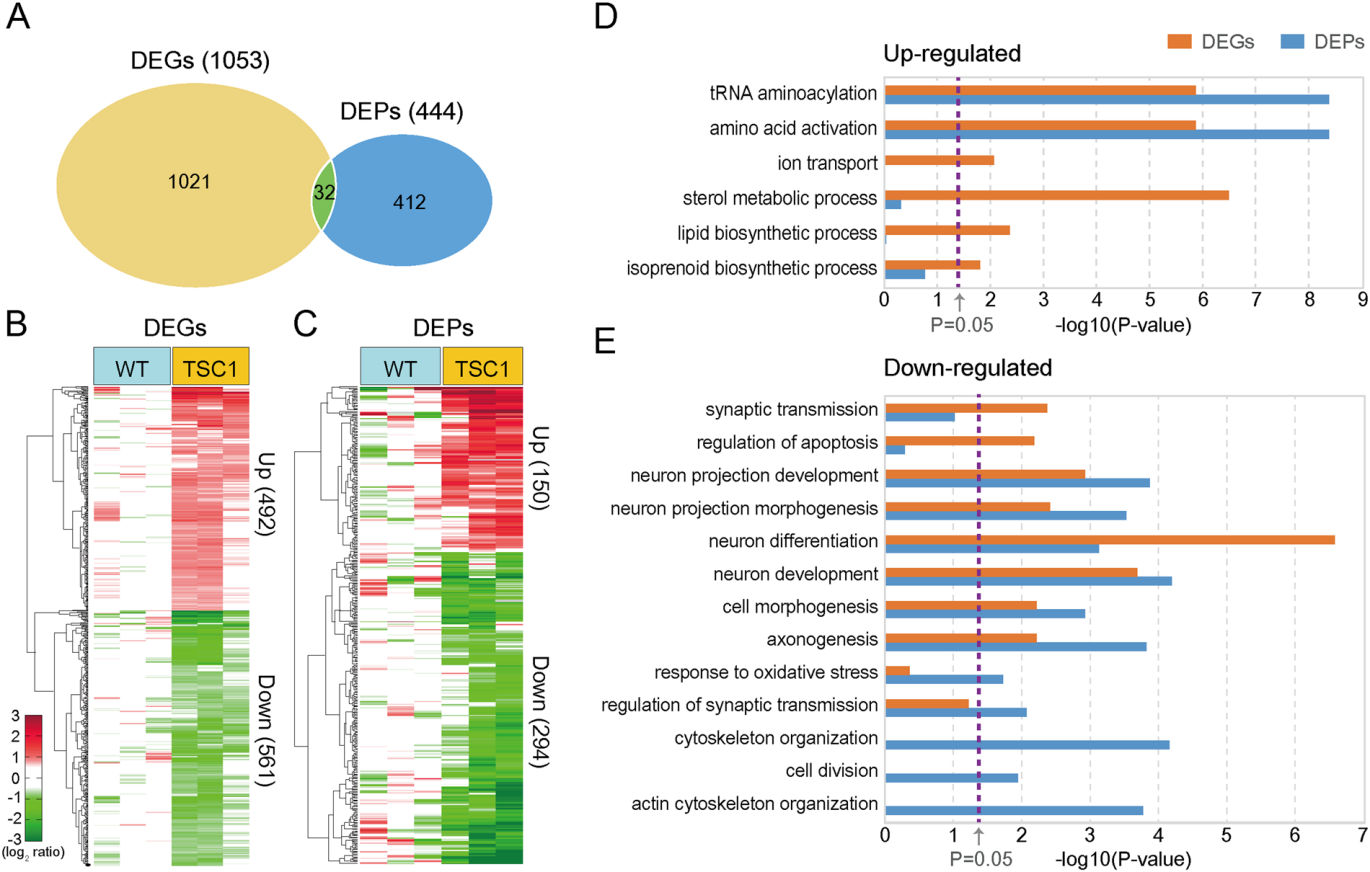
Genes and proteins altered by hyperactivated mTOR signaling. (**A**) Relationships between DEGs and DEPs by hyperactivated mTOR signaling. Numbers in parentheses denote the numbers of DEGs and DEPs. (**B**,**C**) Heat maps showing up- (Up, red) and down-regulation (Down, green) of DEGs (**B**) and DEPs (**C**) between WT (1^st^ to 3^rd^ columns) and TSC1 CKO (4^th^ to 6^th^ columns) samples. The color bar represents gradients of log_2_-fold-changes between TSC1 CKO and WT. Numbers in parentheses denote the numbers of up- and down-regulated genes or proteins. (**D**,**E**) GOBPs represented by up- (**D**) and down-regulated (**E**) genes (orange) or proteins (blue). The significance of GOBPs enriched by DEGs or DEPs was displayed by –log_10_(*P*) where *P* is the enrichment P-value obtained from DAVID software. The color bar denotes gradients of –log_10_(*P*). The cutoff of P-value (P = 0.05) was indicated by the dotted line.

### Cellular processes affected by hyperactivated mTOR signaling

Between the 14,396 expressed genes and the 4,404 detected proteins, 4,137 were common (Fig. 1D). 

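Of the 444 DEPs in Supplementary Table 2, 407 had an mRNA that edgeR tested. Per-sample protein values are not in the files analysed here, so the DEPs and their protein changes are the paper's. Over all 407, whether or not the mRNA passed, 253 changed in the same direction in mRNA and protein. The mRNA was higher for 96 of 139 up-regulated proteins and lower for 157 of 268 down-regulated ones. Among these 407, 16 (3.93%) were also edgeR DEGs, and 15 of the 16 changed in the same direction in mRNA and protein. The 16 molecules were more than the share of DEGs among other tested genes gives (odds ratio 2.79, Fisher's exact test, p = 0.000489). With the DEGs of the integrative method, 27 molecules (6.63% of the 407) were shared, 25 in the same direction, and the odds ratio was 0.902 (Fisher's exact test, p = 0.698). In both tests the background was all tested genes, not only those with a detected protein. The odds ratios may therefore also reflect which proteins could be detected. Both percentages are of DEPs with a tested mRNA, whereas the paper's is of all molecules found as mRNA and protein. Matching Supplementary Tables 1 and 2 by Entrez gene identifier gives the paper's 32 molecules, 30 of them in the same direction. The 16 and the 27 were matched by symbol. The 16 include the synthetase genes Aars, Cars, Gars, Lars, Mars and Tars, together with Asns, Aldh1l2, Acsl4, Aacs, Mvd and Gfap, all higher in TSC1 in mRNA and in the paper's protein values. Bcl11b, Egfr and Slc32a1 were lower in both, while Cyfip2 mRNA was higher by 0.305 (standard error 0.0606, edgeR adjusted p = 0.0479) and the paper's protein log2 fold change is -2.02. DESeq2 moved the overlap most among the tests on all samples, to 38 molecules, and the fit with the replicate block, pairing taken from the labels (pairing check: mean r of 0.151 for the same number, -0.0766 for others), gave 33. The paper gives heterogeneity of the molecules that mTOR signaling targets as a possible reason for the small number shared, and turns to cellular processes.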

Interestingly, however, only 32 out of 4,137 molecules (0.78%) were found among both the genes (DEGs) and proteins (DEPs) affected by hyperactivated mTOR signaling (Fig. 2A). This low percentage is possibly due to the high level of heterogeneity in molecular signatures targeted by mTOR signaling (see Discussion). Several studies have convincingly demonstrated that cellular process- or pathway-based analysis, despite the frequently seen heterogeneity, can successfully identify key processes or pathways underlying disease pathogenesis utilizing different types of omics data (e.g., transcriptomic and proteomic data)^13–16^. For the cellular process-based analysis, we thus carried out an enrichment analysis of Gene Ontology Biological Processes (GOBPs) associated with the DEGs and DEPs (Supplementary Table 3; Materials and Methods). 

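Supplementary Table 3 lists 10 up-regulated genes under tRNA aminoacylation, and all 10 were higher in TSC1 in the deposited counts, with a median log2 fold change of 0.736. Of these, 8 had an edgeR adjusted p below 0.05. Cars had the largest change, at 60.6 ± 5.32 TPM (SD, n = 3) in WT and 127.3 ± 2.57 TPM (SD, n = 3) in TSC1, with a log2 fold change of 1.04 (standard error 0.0856, edgeR adjusted p = 0.00112). Nars followed with 0.824 (standard error 0.0936, edgeR adjusted p = 0.00511), Aars with 0.8003 (standard error 0.0613, adjusted p = 0.000846) and Lars with 0.751 (standard error 0.0722, adjusted p = 0.00262). The expression of Iars also rose, by 0.921, but with a standard error of 0.283 and an edgeR adjusted p of 0.134. Those genes were chosen by the paper for their change, so the whole family of 20 cytosolic aminoacyl-tRNA synthetase genes, written down before the counts were read, was tested as well with limma's camera test, which ranks a set against all other genes. The family rose by a mean of 0.402 (limma camera, adjusted p = 2.9e-09 over the marker sets), with 16 genes higher and 4 lower. In the per-sample mean log2 CPM of the family, WT had 6.70 ± 0.041 (SD, n = 3) and TSC1 7.10 ± 0.031 (SD, n = 3), without overlap (exact permutation test, p = 0.1, the smallest that 3 against 3 allow). The 11 family members outside Supplementary Table 1 rose by a mean of 0.102 (limma camera, adjusted p = 0.0996), which did not pass. Leaving out the members called from these same mice favours a small mean, so this does not count against a rise of the family. The 17 mitochondrial synthetase genes rose by a mean of 0.0836 (limma camera, adjusted p = 0.256). Upper-quartile normalization moved the family's mean most among the alternatives on all samples, to 0.371, and the replicate block, with pairing from the labels (mean r of 0.151 within numbers and -0.0766 between them), gave 0.3999. Together with the up-regulated proteins listed under the same terms, the paper takes these genes as evidence for an association of hyperactivated mTOR signaling with translation-related processes. Supplementary Table 3 also lists down-regulated genes under translation, likewise chosen for their change. All 16 that were tested were lower, with a mean log2 fold change of -0.566, and 6 had an edgeR adjusted p below 0.05.

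**Figure D2:**
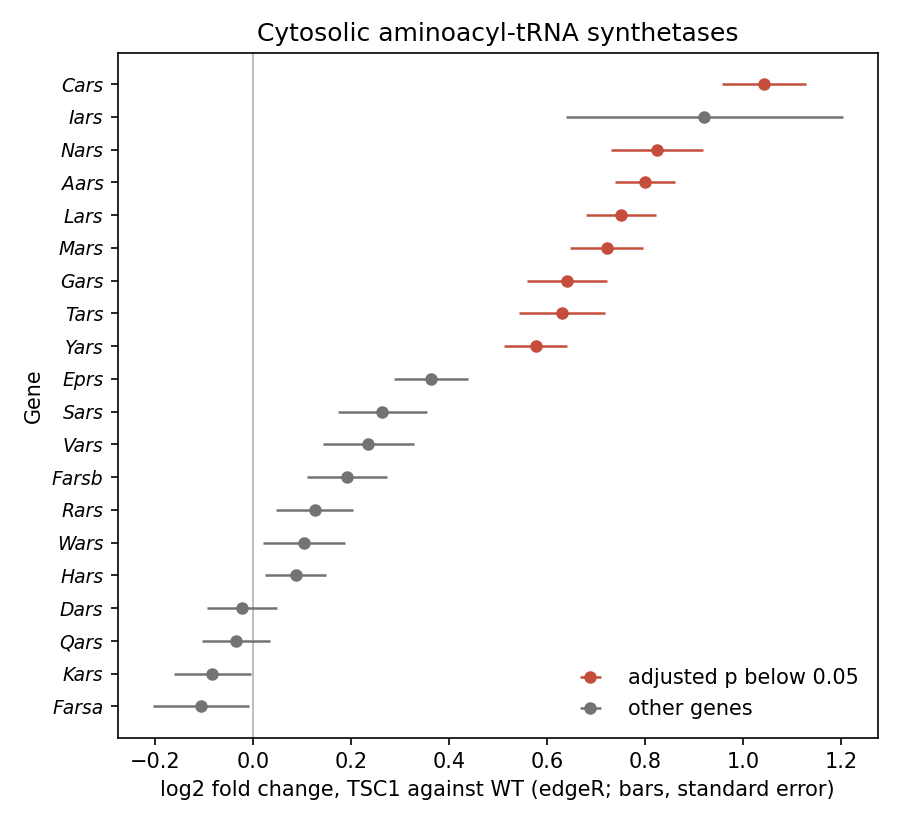
edgeR log2 fold change of TSC1 against WT (x axis, bars are standard errors) for the 20 cytosolic aminoacyl-tRNA synthetase genes (y axis), with the 8 genes at an adjusted p below 0.05 in red and the others in grey. Changes run from -0.106 for Farsa to 1.04 for Cars, and Iars has the widest error at 0.283.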

First, the up-regulated genes and proteins were commonly associated significantly (P < 0.05) with translation-related processes (tRNA aminoacylation and amino acid activation) (Fig. 2D). 

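Supplementary Table 3 lists 36 down-regulated genes under the neuron morphogenesis and neuron development terms, and 33 of them passed edgeR's filter on low counts. All 33 were lower in TSC1, with a median log2 fold change of -0.770, and 12 had an edgeR adjusted p below 0.05. Th had the lowest log2 fold change, at -3.10 (standard error 0.563, edgeR adjusted p = 0.0391), from 2.82 ± 1.06 TPM (SD, n = 3) in WT to 0.307 ± 0.341 TPM (SD, n = 3) in TSC1. Dab2 fell by 1.21 (standard error 0.177, edgeR adjusted p = 0.0195), Wnt7a fell by 0.816 (standard error 0.112, adjusted p = 0.0158) and Dlx1 fell by 0.676 (standard error 0.0957, adjusted p = 0.0183). Larger falls with a wider spread between mice did not pass: Drd2 fell by 2.13 (standard error 0.489, edgeR adjusted p = 0.0683) and Isl1 fell by 1.995 (standard error 0.687, adjusted p = 0.175). Of the genes listed under the same terms only by the protein or patient columns, 58 of 114 were lower and 56 higher. Their mean log2 fold change was -0.00448 (exact permutation test of the set's mean log2 CPM per sample, p = 0.8). Genes that the paper called changed in the mouse mRNA under these terms were left out of this set. It also pools both directions of the other columns, so a small mean was likely in advance. The 33 listed genes were in turn chosen for their fall, so neither set tests the terms as a whole. The mRNAs of the 18 down-regulated proteins under these terms had a mean log2 fold change of -0.0548, with 7 lower and 11 higher. Keeping only genes with at least 10 counts in every sample moved the median of the listed genes most among the settings on all samples, to -0.676, and the median was -0.934 when TSC1 replicate 3 was left out. In the fit with the replicate block, whose pairing comes from the labels (mean r of 0.151 for equal numbers and -0.0766 for unequal ones), the median was -0.816, and Drd2 (-2.28, edgeR adjusted p = 0.0232) and Isl1 (-2.37, adjusted p = 0.0261) passed. From the terms shared by the down-regulated genes and the down-regulated proteins, the paper reports a common association with neuronal morphogenesis and development, and relates this to the defects known from the mouse model.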

Second, the down-regulated genes and proteins were commonly associated with neuronal morphogenesis (neuron projection morphogenesis, cell morphogenesis, and axonogenesis) and neuronal development (neuron differentiation and development and neuron projection development) (Fig. 2E), consistent with the developmental and morphological defects in brains previously reported in a mouse model with hyperactivated mTOR signaling^4, 5^. Moreover, cytoskeleton organization enriched by the down-regulated proteins also supports the association of hyperactivated mTOR signaling with the morphological defects in brains. Furthermore, synaptic transmission-related processes were commonly enriched by both the down-regulated genes (synaptic transmission) and proteins (regulation of synaptic transmission), consistent with decreased neuronal synaptic activities previously known to be associated with hyperactivated mTOR signaling^6, 8^. 

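All 13 genes that Supplementary Table 3 lists under synaptic transmission among the down-regulated genes were lower in TSC1 in the deposited counts. Their median log2 fold change was -1.02, and 4 had an edgeR adjusted p below 0.05. These were Wnt7a, at -0.816 (standard error 0.112, edgeR adjusted p = 0.0158), Gad2, at -1.03 (standard error 0.179, adjusted p = 0.0318), Th, at -3.10 (standard error 0.563, adjusted p = 0.0391), and Gad1, at -0.834 (standard error 0.166, adjusted p = 0.0479). Gad1 and Gad2 encode the enzymes that make GABA. Gad2 went from 52.7 ± 5.74 TPM (SD, n = 3) in WT to 26.2 ± 7.02 TPM (SD, n = 3) in TSC1, and Gad1 from 104.5 ± 10.4 to 59.6 ± 15.2 TPM. Tac1, at 63.4 ± 13.0 TPM in WT and 19.1 ± 18.7 TPM in TSC1, varied more between the TSC1 mice and did not pass (log2 fold change -1.74, standard error 0.526, edgeR adjusted p = 0.1304). The 51 tested genes listed under synaptic transmission only by the protein or patient columns were higher on average. Their mean log2 fold change was 0.0739, with 36 of 51 genes higher. The groups did not overlap in the set's mean log2 CPM (exact permutation test, p = 0.1, the smallest possible). Genes called changed in the mouse mRNA under the term were left out of this set, and the 13 were chosen for their fall. The contrast therefore does not test the term as a whole. The median of the 13 genes ranged from -1.28 to -0.781 with each replicate left out in turn, and requiring at least 10 counts in every sample gave -0.827. The replicate block, taken from the labels (mean r of 0.151 for samples sharing a number, -0.0766 for the rest), gave a median of -1.06. The paper relates the terms that the down-regulated genes and proteins share to the decreased synaptic activity known for hyperactivated mTOR signaling.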

In addition, apoptosis was uniquely enriched by the down-regulated genes, whereas oxidative stress response was uniquely enriched by the down-regulated proteins. 

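Of the 27 down-regulated genes listed under regulation of apoptosis in Supplementary Table 3, 23 were tested by edgeR, and all 23 were lower in TSC1, with a median log2 fold change of -0.689. Adjusted p-values below 0.05 were reached by 5 of them: Dlx1, Rps6, Bcl11b, Col18a1 and Stat5b. Stat5b fell by 0.674 (standard error 0.135, edgeR adjusted p = 0.0479), from 10.0 ± 1.34 TPM (SD, n = 3) in WT to 6.36 ± 0.80 TPM (SD, n = 3) in TSC1. The lowest log2 fold change was that of Adora2a, at -1.53 (standard error 0.431, edgeR adjusted p = 0.109). Among the genes listed under this term only by the protein or patient columns, 69 were higher and 50 lower. Their mean log2 fold change was -0.00591 (exact permutation test of the set's mean log2 CPM per sample, p = 0.9). This set leaves out genes called changed in the mouse mRNA under the term, which favours a small mean. The 23 listed genes were chosen for their fall, so neither set tests the term as a whole. Without a filter on low counts the median of the listed genes was -0.781, the largest move on all samples, and without TSC1 replicate 3 it was -0.924. Blocking on the replicate number, as given in the labels (mean r of 0.151 for the same number against -0.0766), gave -0.711, and Adora2a then had a log2 fold change of -1.73 (edgeR adjusted p = 0.0447). The oxidative stress response was enriched among proteins, whose per-sample values are not in the files analysed here. The paper reports that apoptosis was enriched only by the down-regulated genes. It proposes that changes in apoptosis and in the oxidative stress response may have a causal link to the early death of the mouse model.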

Alterations in these two processes may be causally related with the early death previously reported in the mouse model with hyperactivated mTOR signaling^5^. In sum, the significant common associations of the DEGs and DEPs with developmental and morphological processes whose defects are the primary phenotypes seen in the mouse model strongly suggest the validity of the DEGs and DEPs, despite the small overlap between them.

### TSC-implicated cellular processes altered by hyperactivated mTOR signaling

The GOBP enrichment analysis showed that a number of cellular processes affected by hyperactivated mTOR signaling were closely associated with developmental and dendritic defects observed in the mouse model of TSC diseases. To further sort out cellular processes with clinical implications, we integrated gene expression profiles obtained from TSC patients with the DEGs and DEPs identified from our mRNA-sequencing and proteomic data (Fig. 3A). First, we obtained gene expression profiles of (1) cortical tubers from 4 TSC patients and 4 autopsy control tissues (GSE16969^17^); and (2) brain tissues from 3 TSC patients and 3 normal brain tissues (GSE62019). For each dataset, we identified the following DEGs using the above integrative statistical method^11^: (1) 2,668 DEGs (1,130 up-regulated and 1,538 down-regulated) for GSE16969 (Fig. 3B) and (2) 1,165 DEGs (452 up-regulated and 713 down-regulated) for GSE62019 (Fig. 3C). These DEGs showed no significant overlaps with our DEGs and DEPs: (1) 37 up-regulated and 83 down-regulated genes identified from GSE16969 and (2) 10 up-regulated and 30 down-regulated genes identified from GSE62019 overlapped with our DEGs and DEPs (Fig. 3B and C, respectively; Supplementary Tables 1 and 2). 

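The patient expression profiles were not analysed here. Only the marks that Supplementary Table 1 puts beside its genes were used, to look at the mouse side of these overlaps. In that table, 32 of the 491 up-regulated genes (6.52%) are marked as changed in the same direction in the cortical tuber data set and 6 (1.22%) in the brain tissue data set. For the down-regulated genes these are 32 of 560 (5.71%) and 19 of 560 (3.39%). In the mouse counts, every marked gene that edgeR tested changed in the listed direction. The paper called these genes from the same mice, so this agreement is no independent evidence for them. Of the 32 up-regulated genes shared with the cortical tubers, 7 had an edgeR adjusted p below 0.05, and their median log2 fold change was 0.549. Of the 32 down-regulated ones, 5 passed, with a median of -0.660. For the brain tissue data set, 1 of 5 tested up-regulated and 2 of 17 tested down-regulated genes passed. The rerun of the integrative method called 26 of 31 and 26 of 32 genes shared with the tubers, and 5 of 5 and 10 of 17 shared with the brain tissue. Among the alternatives that kept all samples, DESeq2 moved the number of DEGs behind these shares most, to 636, and the replicate block from the labels (mean r of 0.151 for the same number, -0.0766 for others) gave 551. From the small overlaps, the paper chose to compare cellular processes instead of single genes.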

Due to these small overlaps among the DEGs, as in the case of the DEGs and DEPs, we chose to apply the aforementioned cellular process-based analysis to DEGs from the patient data. To this end, we carried out the GOBP enrichment analysis for up- and down-regulated genes from GSE16969 and GSE62019 and subsequently examined whether any cellular processes were enriched in common with DEGs and DEPs from our mouse model (Supplementary Table 3). Of the GOBPs enriched by both our DEGs and DEPs, the processes related to neuron morphogenesis (axonogenesis, cell morphogenesis involved in differentiation, and neuron projection morphogenesis) and neuron development (neuron development and differentiation and neuron projection development) were enriched by the DEGs from the patient data (dark green-labeled GOBPs in Fig. 3D). In contrast, translation-related processes (amino acid activation, tRNA aminoacylation for protein translation, and tRNA metabolic process) were not enriched by the DEGs from the patient data (light green-labeled GOBPs in Fig. 3D). These data suggest the GOBPs related to neuron morphogenesis and development commonly enriched by our data and patient data as the key downstream events underlying developmental and morphological defects in murine model and TSC patients.

**Figure 3:**
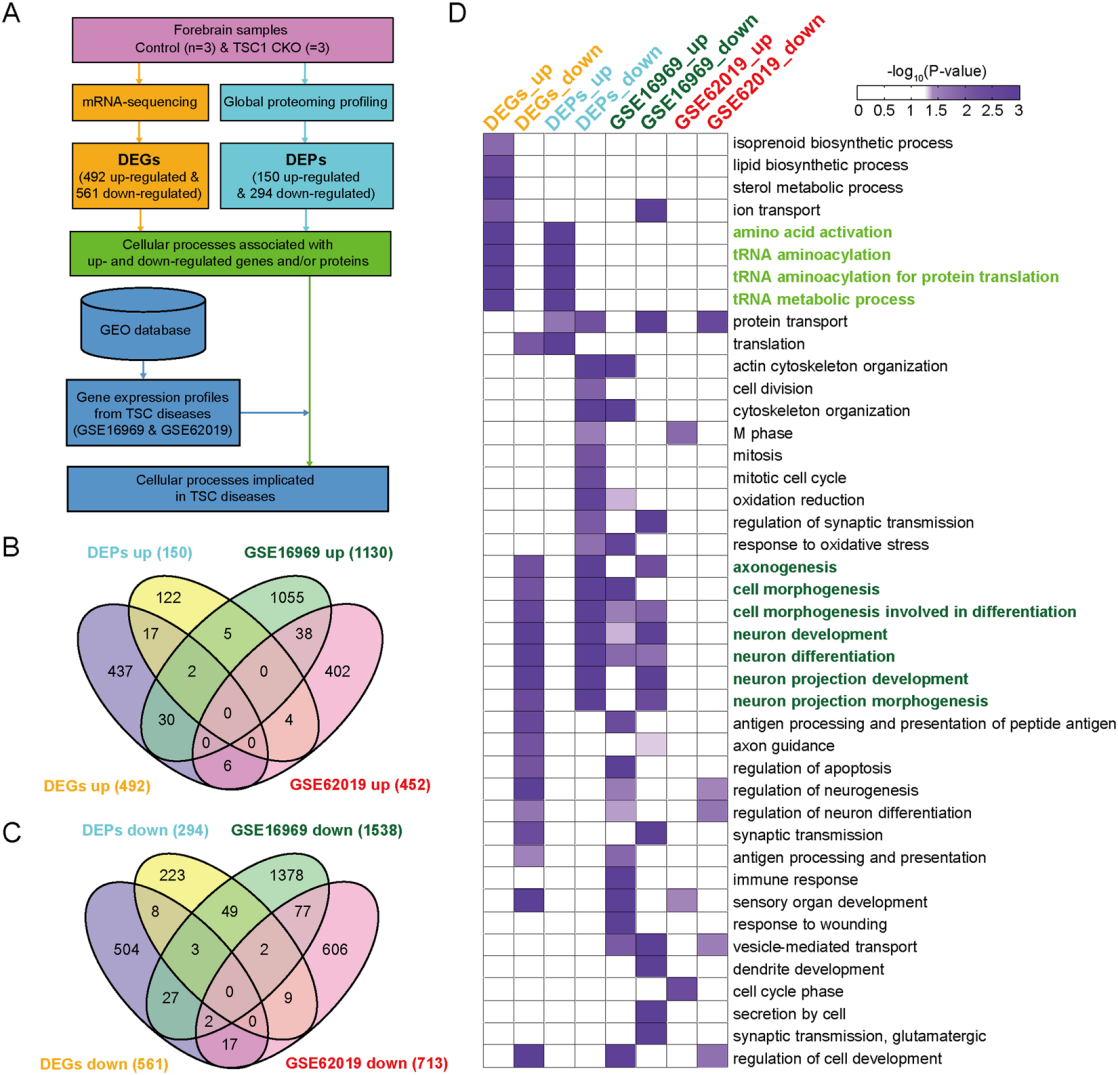
TSC-implicated cellular processes affected by hyperactivated mTOR signaling. (**A**) The overall scheme of integrative analysis of DEGs and DEPs by hyperactivated mTOR signaling and DEGs identified from transcriptomic data of TSC patients (GSE16969 and GSE62019). GOBPs represented by DEGs and DEPs by hyperactivated mTOR signaling and DEGs identified from TSC transcriptomic data were integrated. (**B**,**C**) Relationships among DEGs and DEPs by hyperactivated mTOR signaling and DEGs identified from GSE16969 and GSE62019. Venn diagrams were separately made for up- (**B**) and down-regulated (**C**) genes or proteins. *D*, GOBPs represented by the following eight sets of genes and proteins: 1–4) up- (DEGs_up and DEPs_up) and down-regulated (DEGs_down and DEPs_down) genes and proteins by hyperactivated mTOR signaling and 5–8) up- (GSE16969_up and GSE62019_up) and down-regulated (GSE16969_down and GSE62019_down) genes in the two transcriptomic datasets. The significance of GOBPs being enriched by the indicated sets of genes or proteins was displayed by –log_10_(*P*) where *P* is the enrichment P-value obtained from DAVID software. The color bar denotes gradients of –log_10_(*P*).

### Network model linking hyperactivated mTOR signaling to developmental and morphological defects in the telencephalon

To understand collective functions of these key downstream processes in association with the mTOR signaling, we constructed a network model (Fig. 4, right part) describing interactions among down-regulated genes and proteins involved in the processes (dark green-labeled GOBPs in Fig. 3D) related to neuron morphogenesis (axonogenesis, cell morphogenesis involved in differentiation, and neuron projection morphogenesis) and neuron development (neuron development and differentiation and neuron projection development). Importantly, the network model showed that mTOR complex 2 (mTORC2) would be deactivated by TSC1 deletion, and that the mTORC2 interacts with RhoA (Rhoa), MAPK (Map2k1/2 via Prkcb), and Pik3/Akt (Pik3r1/ca via Prkcb) pathways that could modulate the activity of the actin cytoskeleton regulation. Of note, other components in the MAPK (Mapk1, Dusp2/4, and Rasgrf1), RhoA (Arhgap35 and Ppp1r12a/1cb), and Pik3/Akt (Akt3, Isl1, Uchl1, and Pik3r1) pathways were down-regulated by TSC1 deletion, collectively contributing to actin cytoskeleton dysregulation. 

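Of these pathway genes, Dusp2, Dusp4, Rasgrf1, Isl1 and Pik3r1 are in Supplementary Table 1, and Uchl1, Ppp1r12a and Ppp1cb are in Supplementary Table 2. Dusp4 mRNA, at 65.9 ± 3.57 TPM (SD, n = 3) in WT and 48.2 ± 4.70 TPM (SD, n = 3) in TSC1, was lower, with a log2 fold change of -0.481 (standard error 0.0884, edgeR adjusted p = 0.0402). Dusp2 was lower too, but not beyond the spread between mice, with a log2 fold change of -0.551 (standard error 0.262, edgeR adjusted p = 0.310). The value for Rasgrf1 was -0.770 (standard error 0.288, edgeR adjusted p = 0.2005), and for Isl1 -1.995 (standard error 0.687, adjusted p = 0.175). Pik3r1 mRNA was higher in TSC1, at 132.9 ± 26.2 TPM in WT and 190.7 ± 28.6 TPM in TSC1, with a log2 fold change of 0.481 (standard error 0.127, edgeR adjusted p = 0.0974). For Uchl1, Ppp1r12a and Ppp1cb, whose change the paper measured in protein, mRNA log2 fold changes were 0.0153, -0.125 and 0.204, and none passed (smallest edgeR adjusted p = 0.203). With the replicate block, whose pairing is taken from the labels (mean r of 0.151 for samples of the same number and -0.0766 for the others), Pik3r1 changed by 0.485 (edgeR adjusted p = 0.0210), Dusp4 by -0.483 (adjusted p = 0.0260) and Isl1 by -2.37 (adjusted p = 0.0261). Dusp2 and Rasgrf1 did not pass with the block either (edgeR adjusted p = 0.109 and 0.0804). Rasgrf1 was moved most by leaving out TSC1 replicate 3, to -1.21, and Pik3r1 by leaving out WT replicate 1, to 0.623. Combining mRNA and protein changes in the network, the paper reasons that the MAPK, RhoA and Pik3/Akt pathways together contribute to dysregulation of the actin cytoskeleton.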

Down-regulation of MAPK pathway could also lead to aberrant expression of transcription factors such as Elk1 and of neurogenesis-related molecules (Bcl11b, Pbx3, and Dcx) contributing to differentiation and developmental defects in forebrains.

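Bcl11b lies on chromosome 12 of mm10 from 107910403 to 108003602, and Pbx3 on chromosome 2 from 34171457 to 34373142. Bcl11b mRNA was 111.3 ± 7.53 TPM (SD, n = 3) in WT and 76.8 ± 10.3 TPM (SD, n = 3) in TSC1, a log2 fold change of -0.564 (standard error 0.112, edgeR adjusted p = 0.0479). Pbx3 mRNA was 66.9 ± 5.26 TPM in WT and 28.0 ± 13.9 TPM in TSC1, a log2 fold change of -1.27 (standard error 0.279, edgeR adjusted p = 0.0607). In both genes the TSC1 values lay below all WT values (exact permutation test of TPM, p = 0.1, the smallest that 3 mice against 3 allow). Dcx, which is in Supplementary Table 2 for a lower protein, had a higher mean mRNA in TSC1, at 891.4 ± 61.1 TPM in WT and 1087.3 ± 82.5 TPM in TSC1, and did not pass (log2 fold change 0.262, edgeR adjusted p = 0.123). Elk1 mRNA did not differ beyond its error (log2 fold change 0.0263, edgeR adjusted p = 0.888). With the replicate block, pairing taken from the labels (mean r of 0.151 for the same number and -0.0766 for others), Pbx3 changed by -1.37 (edgeR adjusted p = 0.0146) and Bcl11b by -0.570 (adjusted p = 0.00554). The farthest values were those without TSC1 replicate 3, -1.77 for Pbx3 and -0.696 for Bcl11b. The paper proposes that lower MAPK activity leads to changed expression of such neurogenesis-related molecules and so to differentiation defects.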

**Figure 4:**
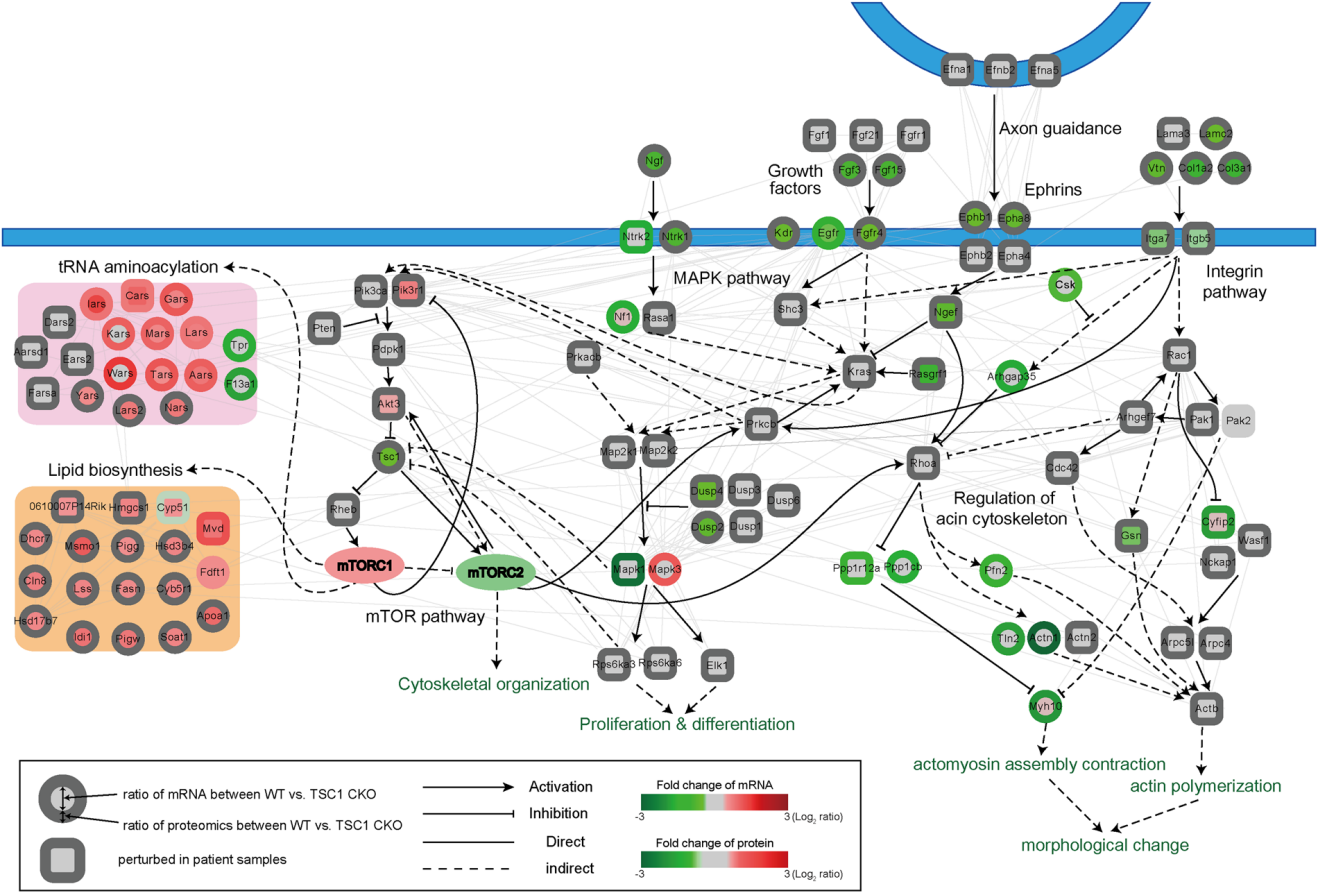
Network model describing association of hyperactivated mTOR signaling with developmental and morphological defects in forebrains. Node colors represent up- (red) and down-regulation (green) of the corresponding genes (center color) and proteins (boundary color) in TSC1 CKO samples compared to WT. The color bar denotes the gradient of log_2_-fold-changes between TSC1 CKO and WT. Edges represent protein-protein interactions (gray) collected from the five interactome databases (Materials and Methods) and activations (arrows) and inhibition (inhibition symbols) obtained from the KEGG pathway database. Solid and dotted lines indicate direct and indirect activation/inhibition, respectively. Plasma membranes are denoted in blue.

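Among the upstream components, the mRNAs of Egfr and Ephb1 were lower in TSC1 with an adjusted p below 0.05. Egfr had 15.1 ± 0.859 TPM (SD, n = 3) in WT and 10.9 ± 1.09 TPM (SD, n = 3) in TSC1, a log2 fold change of -0.477 (standard error 0.0931, edgeR adjusted p = 0.0471). Ephb1 had 59.0 ± 2.60 TPM in WT and 43.2 ± 1.96 TPM in TSC1, with a log2 fold change of -0.477 (standard error 0.0818, edgeR adjusted p = 0.0312). Drd2 (-2.13, standard error 0.489, edgeR adjusted p = 0.0683), Ntn1 (-1.34, standard error 0.319, adjusted p = 0.0739) and Adora2a (-1.53, standard error 0.431, adjusted p = 0.109) fell further but varied more between the TSC1 mice. Neither Fgfr4, at -1.51 (standard error 0.471, edgeR adjusted p = 0.142), nor Epha8, at -0.574 (standard error 0.213, adjusted p = 0.197), passed. Fgf3 and Fgf15 were below edgeR's filter on low counts, with mean TPM in WT of 1.30 and 1.42, so their changes are from the fit without that filter and rest on few counts. Their log2 fold changes there were -2.90 and -2.48, with edgeR adjusted p-values of 0.0875 and 0.129, and these differences were not detectable at this depth. The mRNAs of Itga5, Itga7, Ntrk2 and Nrcam, which are not in Supplementary Table 1, had log2 fold changes of -0.189, -0.596, 0.0984 and 0.0681, none with an adjusted p below 0.05. Of these genes Drd2 moved most, to -3.30 without TSC1 replicate 3, and limma on log2(TPM + 1) gave -0.524 for Fgfr4. The fit with the replicate block, pairing taken from the labels (mean r of 0.151 for the same number and -0.0766 for others), gave edgeR adjusted p-values of 0.0359 for Egfr (log2 fold change -0.479) and 0.00999 for Ephb1 (-0.477). In that fit Drd2 (-2.28, edgeR adjusted p = 0.0232), Ntn1 (-1.42, adjusted p = 0.00464), Adora2a (-1.73, adjusted p = 0.0447) and Epha8 (-0.587, adjusted p = 0.0390) passed as well, and Fgfr4 (-1.53, adjusted p = 0.0829) did not. The paper reads the lower components from integrin to adhesion as upstream pathways that converge on regulation of the actin cytoskeleton.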

Besides deactivation of mTORC2 and down-regulation of its interacting pathways involved in actin cytoskeleton regulation, the network model also showed that several upstream pathways of actin cytoskeleton regulation were down-regulated by TSC1 deletion, including integrin (Itga5/7), growth factor (Fgf3/15, Fgrf4, Egfr, Ngf, and Ntrk1/2), neurotransmitter (Drd2 and Adora2a), ephrin/netrin (Epha8/b1 and Ntn1), and adhesion (Nrcam) pathways. Moreover, two downstream pathways of actin cytoskeleton regulation, motor complex (Myh10) and actin polymerization (Actn1, Pfn2, and Tln2) pathways, were down-regulated by TSC1 deletion. 

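These downstream components are in Supplementary Table 2 for lower protein, and none is in Supplementary Table 1. Myh10 mRNA was 202.9 ± 24.8 TPM (SD, n = 3) in WT and 242.2 ± 18.4 TPM (SD, n = 3) in TSC1, with a log2 fold change of 0.232 (standard error 0.0863, edgeR adjusted p = 0.198). The log2 fold changes of Actn1, Pfn2 and Tln2 were 0.198, -0.131 and 0.167, with edgeR adjusted p-values of 0.304, 0.310 and 0.454. The 19 network genes outside Supplementary Table 1 that were followed here had a mean mRNA log2 fold change of 0.0153, with 12 higher and 7 lower. None passed an adjusted p of 0.05. As genes called from these same mice were left out, a small mean was likely in advance. Per-sample protein values are not in the files analysed here. From the lower proteins, the paper concludes that motor complex and actin polymerization pathways were down-regulated.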

The convergence of the pathways to regulation of actin cytoskeleton in the network model is consistent with a major role of actin cytoskeleton during neuronal migration and morphogenesis, dendrite formation, and even in learning^18–21^. In particular, down-regulation of the downstream pathways of actin cytoskeleton regulation could be associated with morphological alterations thus providing bases for morphological defects of axon and dendritic spine development.

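For lipid biosynthesis, all 14 tested genes of the 16 that Supplementary Table 3 lists as up-regulated were higher in TSC1, with a median log2 fold change of 0.517, and 2 had an edgeR adjusted p below 0.05. These were Mvd, at 58.7 ± 6.53 TPM (SD, n = 3) in WT and 108.2 ± 22.6 TPM (SD, n = 3) in TSC1 (log2 fold change 0.851, standard error 0.144, edgeR adjusted p = 0.0306), and Hsd17b7, at 18.3 ± 2.15 TPM in WT and 28.2 ± 2.94 TPM in TSC1 (0.602, standard error 0.103, adjusted p = 0.0312). The genes listed under sterol metabolism had a median of 0.517 as well, with 12 of 12 higher. As these genes were picked for their change, 23 targets of SREBP2, the transcription factor that drives sterol synthesis genes, were written down before the counts were read and tested as a set. They rose by a mean of 0.393 (limma camera, adjusted p = 2.7e-08), with 22 higher and 1 lower, and their mean log2 CPM was 6.08 ± 0.072 (SD, n = 3) in WT and 6.47 ± 0.227 (SD, n = 3) in TSC1. The 13 targets outside Supplementary Table 1 by symbol rose by 0.289 (limma camera, adjusted p = 0.0018). They include Sc4mol, the highest at 0.680, which Supplementary Table 3 lists as up-regulated, so they were not wholly free of selection. The set's mean stayed between 0.312 and 0.509 with each replicate left out in turn, and upper-quartile normalization gave 0.361. Blocking on replicate number, a pairing from the labels (mean r of 0.151 for equal numbers, -0.0766 for others), gave 0.387. For tRNA aminoacylation, all 10 listed genes were higher, with a median log2 fold change of 0.736, and 8 passed. The paper links these up-regulated processes to mTOR signaling through earlier reports and, in its network, to mTORC1.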

Among cellular processes involving genes and proteins up-regulated by TSC1 deletion, tRNA aminoacylation and lipid biosynthesis were shown to be associated with mTOR signaling pathway^22, 23^, although they were not enriched by the DEGs from the patient data (Fig. 3D). We thus constructed another network model describing interactions among the DEGs and DEPs involved in tRNA aminoacylation and lipid biosynthesis (Fig. 4, left part) and then combined it with the previous network model for neuron morphogenesis and development. This network model shows that mTOR complex 1 (mTORC1), unlike the mTORC2, would be activated by TSC1 deletion. The network also shows that mTORC1 interacts with tRNA aminoacylation and lipid biosynthesis components, which could lead to up-regulation of protein translation and lipid biosynthesis (see Discussion). Taken together, the combined network model suggests that deactivation of mTORC2, activation of mTORC1, and down-regulation of the pathways interacting with mTORC1 and mTORC2 result in defects in neuronal development and morphogenesis thus explaining the phenotypes seen in the TSC forebrains.

### Validation of mTOR signaling-induced alterations related to developmental and morphological defects in the telencephalon

Finally, we experimentally confirmed the alterations of molecules by hyperactivated mTOR signaling using multiple markers. Representative genes and proteins were selected respectively from DEGs and DEPs involved in the aforementioned cellular pathways related to developmental and morphological defects. 

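In the mRNA-sequencing values of the genes taken to qRT-PCR, the TSC1 samples lay below all WT samples for each gene (exact permutation test of TPM, p = 0.1 each, the smallest that 3 mice against 3 allow). Drd2 (chromosome 9 of mm10, 49340627 to 49408177) had 8.72 ± 2.04 TPM (SD, n = 3) in WT and 1.97 ± 1.87 TPM (SD, n = 3) in TSC1, with a log2 fold change of -2.13 (standard error 0.489, edgeR adjusted p = 0.0683). Adora2a (chromosome 10, 75316877 to 75334784) had 20.8 ± 0.881 and 7.19 ± 5.76 TPM, a log2 fold change of -1.53 (standard error 0.431, edgeR adjusted p = 0.109). Ntn1 (chromosome 11, 68209364 to 68400823) went from 16.8 ± 3.94 to 6.72 ± 3.49 TPM, a log2 fold change of -1.34 (standard error 0.319, edgeR adjusted p = 0.0739). The values of Pbx3 were 66.9 ± 5.26 and 28.0 ± 13.9 TPM (-1.27, standard error 0.279, edgeR adjusted p = 0.0607), and those of Bcl11b 111.3 ± 7.53 and 76.8 ± 10.3 TPM (-0.564, standard error 0.112, adjusted p = 0.0479). Isl1 (chromosome 13, 116298281 to 116309689) had 19.0 ± 8.19 and 4.73 ± 5.81 TPM, a log2 fold change of -1.995 (standard error 0.687, edgeR adjusted p = 0.175). Of the 7 genes, 2 (Bcl11b and Dab2) had an adjusted p below 0.05 in the main fit. TSC1 replicate 3 lay closest to WT in all of them, and without it all 7 passed, while none did without WT replicate 2, TSC1 replicate 1 or TSC1 replicate 2. The fit with the replicate block also passed all 7, the pairing being taken from the labels with a mean r of 0.151 for samples of the same number and -0.0766 for the others. The integrative method called all 7 genes. From the lower qRT-PCR values in Fig. 5A, the paper concludes that these pathway genes are down-regulated.

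**Figure D3:**
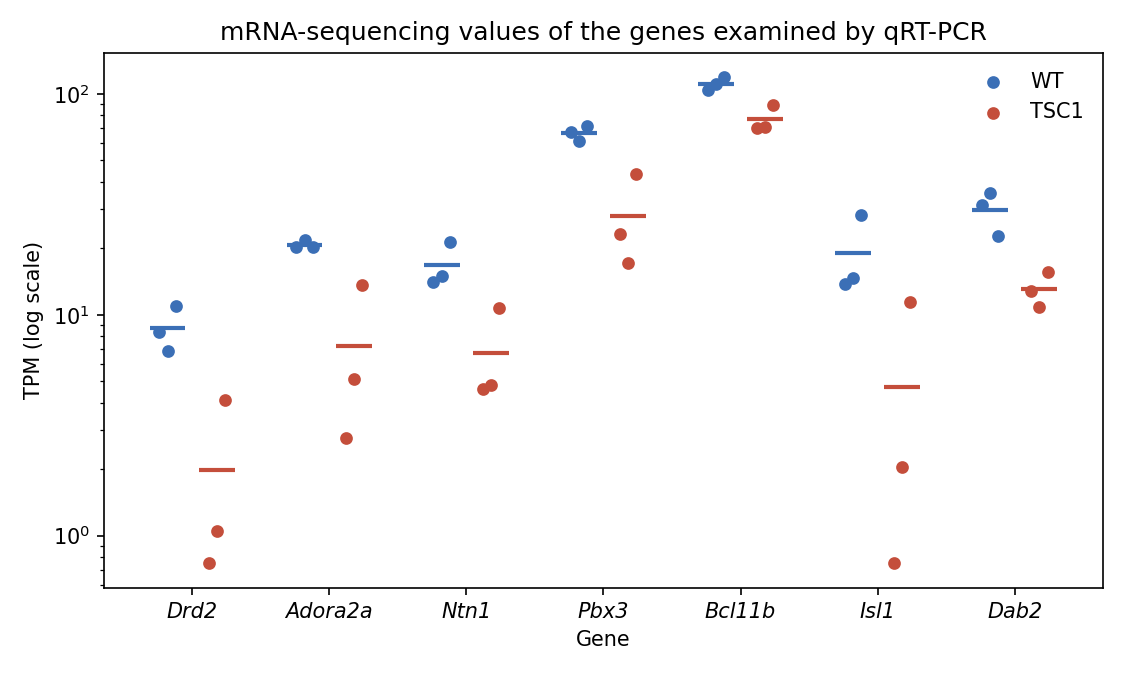
TPM on a log scale (y axis) of the 7 genes examined by qRT-PCR (x axis), 1 point per mouse and a line at each group's mean, with WT in blue and TSC1 in red (3 mice each). Every TSC1 point lies below every WT point of the same gene, and in each gene the highest TSC1 point is replicate 3, at 4.12 TPM for Drd2 and 11.4 TPM for Isl1.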

First, we confirmed down-regulation of seven representative genes involved in the following cellular pathways, using quantitative real-time polymerase reaction (qRT-PCR) (Fig. 5A): (1) neurotransmitter (Drd2 and Adora2a), (2) netrin (Ntn1), (3) MAPK (Pbx3 and Bcl11b), and (4) Pik3/Akt (Isl1) pathways. An intermediate signaling molecule, Dab2 was also examined. 

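Dab2 lies on chromosome 15 of mm10 from 6299788 to 6440712. Its mRNA was 31.5, 35.6 and 22.7 TPM in WT replicates 1, 2 and 3, and 12.8, 10.8 and 15.6 TPM in TSC1 replicates 1, 2 and 3. The means were 30.0 ± 6.56 TPM (SD, n = 3) and 13.1 ± 2.39 TPM (SD, n = 3), and every TSC1 value lay below every WT value (exact permutation test, p = 0.1, the smallest possible with 3 mice against 3). The log2 fold change was -1.21 (standard error 0.177, edgeR adjusted p = 0.0195), and it was -1.21 with the replicate block (adjusted p = 0.0232), whose pairing is from the labels (mean r of 0.151 for the same number and -0.0766 for others). Without TSC1 replicate 3 it moved most, to -1.37, and the adjusted p stayed below 0.05 in 3 of the 6 fits that left out 1 replicate.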

Second, we confirmed down-regulation of five representative proteins involved in the following cellular pathways using immunohistochemistry analysis (Fig. 5B–F): (1) adhesion (Nrcam), (2) MAPK (Bcl11b and Dcx), and (3) Pik3/Akt (Uchl1) pathways. Again, an intermediate signaling molecule, Gprin1 was also examined. Of note, Bcl11b, a transcriptional repressor, showed down-regulation in TSC compared to WT, at both mRNA and protein levels as confirmed by qRT-PCR and immunohistochemistry analyses respectively. 

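At the mRNA level, Bcl11b had 103.9, 111.0 and 118.9 TPM in WT replicates 1, 2 and 3 and 70.4, 71.2 and 88.7 TPM in TSC1 replicates 1, 2 and 3, with expected counts between 2813 and 5658 per sample. The log2 fold change of Bcl11b, -0.564 (standard error 0.112), had an edgeR adjusted p of 0.0479, close to the threshold. Upper-quartile normalization gave -0.593 and an edgeR adjusted p of 0.0502, and the adjusted p was below 0.05 in 2 of the 6 fits that left out 1 replicate, with log2 fold changes from -0.696 to -0.489. With the replicate block, pairing taken from the labels (mean r of 0.151 for the same number and -0.0766 for others), the change was -0.570 (edgeR adjusted p = 0.00554). The paper's protein log2 fold change in Supplementary Table 2 is -3.78, and Bcl11b is 1 of the 15 molecules that were edgeR DEGs and DEPs in the same direction. The paper takes the qRT-PCR and staining results together as evidence that Bcl11b is lower at both levels.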

These data collectively not only validate DEGs and DEPs, but also confirm in particular the down-regulation of cellular pathways related to developmental and morphological defects shown in the network model (Fig. 4).

**Figure 5:**
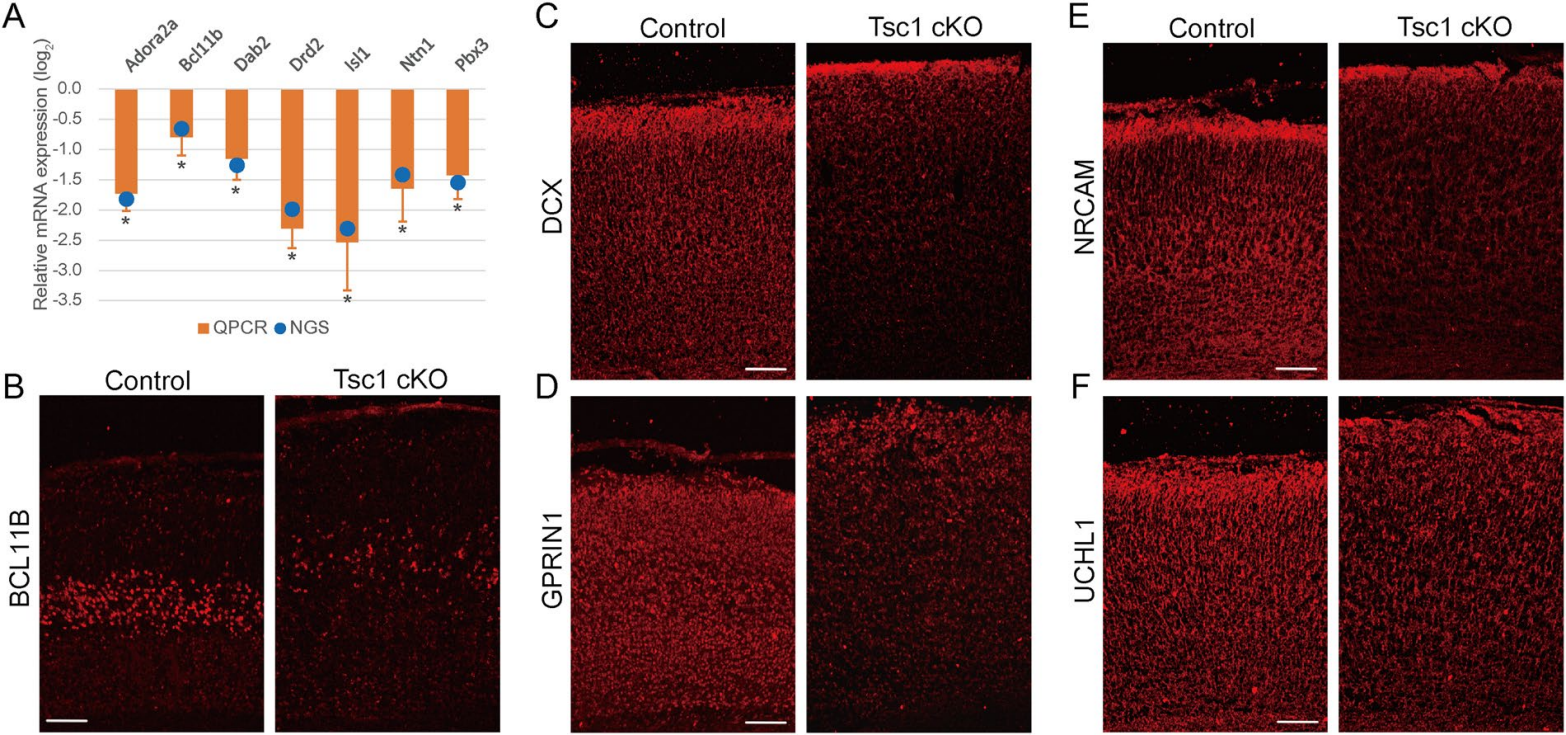
Validation of molecular signatures related to developmental and morphological defects in forebrains. (**A**) Relative mRNA expression levels of seven representative down-regulated genes in TSC1 CKO brain, compared to WT, involved in neuronal morphogenesis and neuronal development are examined using qRT-PCR. *P < 0.05 from Student’s t-test. The blue dots show the expression levels from transcriptomic analysis. (**B**–**F**) Expression of five representative down-regulated proteins involved in neuronal morphogenesis and neuronal development are examined. The results from immunohistochemical staining using WT and TSC1 CKO cortex at P0 are shown. Scale bar = 100 µm.

## Discussion

Hyperactivation of mTOR signaling has been implicated in diverse developmental and morphological defects in the brain. However, the network of downstream molecules underlying such developmental and morphological defects has been largely unknown. In this study, we systematically explored the downstream molecules at mRNA and protein levels through comprehensive transcriptome and proteome profiling of WT and TSC1 telencephalons. Our integrative analysis of transcriptomic and proteomic data incorporates 1) comprehensive transcriptome and proteome profiling of telencephalon tissues using mRNA-sequencing and label-free LC-MS/MS, respectively; (2) identification of DEGs and DEPs by hyperactivated mTOR signaling and their associated cellular processes; (3) identification of TSC-implicated cellular processes commonly represented by DEGs, DEPs, and also DEGs identified from transcriptome profiles of TSC patients; (4) assignation of molecular signatures representing the cellular pathways related to actin cytoskeleton regulation based on the network model; and (5) validation of alterations of the selected molecular signatures in independent TSC1 samples using qRT-PCR and immunohistochemistry analyses.

Using this approach, we propose a network model illustrating the linkage between hyperactivated mTOR signaling caused by TSC1 deletion and morphological and developmental defects in the telencephalon. The network model shows deactivation of mTORC2 and activation of mTORC1 by TSC1 deletion. The mTORC2 interacts with the pathways (RhoA, MAPK, and Pik3/Akt pathways) involved in actin cytoskeleton regulation potentially contributing to developmental and morphological defects in TSC1-deleted telencephalon. The activated mTORC1 could inhibit the function of mTORC2, thereby facilitating deactivation of mTORC2-dependent actin cytoskeleton regulation. Thus, deactivation of mTORC2 and activation of mTORC1 can serve as two molecular bases that can result in morphological and developmental defects in the TSC1-deleted telencephalon. The network model also showed that the activated mTORC1 interacts with tRNA aminoacylation and lipid biosynthesis, which could result in up-regulation of these two processes. These two processes are associated with the synthesis of proteins and cellular membranes (plasma membrane, membranous organelles, or vesicles), respectively. Although their importance in cellular differentiation is without question, how their up-regulation is associated with specific neuronal defect seen in TSC remains to be resolved down the road.

The tissues collected from animal models or patients can show high levels of heterogeneity in molecular signatures (e.g., mRNA or protein levels), which often leads to a small overlap among dysregulated molecules (e.g., DEGs and DEPs) that were identified from different omics data (e.g., transcriptomic and proteomic data)^24–26^. In our study, after observing small overlaps among DEGs and DEPs from our data and DEGs from patient data (Fig. 3B,C), we applied the cellular process- and pathway-based analyses to identify important cellular processes and pathways dysregulated by hyperactivated mTOR signaling in the forebrain. The analyses revealed that the DEGs and DEPs together with DEGs from patient data were commonly associated with cellular processes (Fig. 3D) and pathways (network model in Fig. 4) involved in neuron morphogenesis and neuron development. Considering that the chance for two different types of omics data (transcriptomic and proteomic data) and two independent sets of patient data implicating common processes and pathways by coincidence is low, the integration of all these different datasets as well as conclusions drawn from the integration appears to be meaningful.

Recently, several proteogenomic analyses have been performed for the Cancer Genome Atlas (TCGA) colorectal, breast, and ovarian cancer samples^27–29^. These studies have shown that the proteogenomic analyses can facilitate prioritization of cancer-associated somatic mutations, identification of reliable cancer subtypes, and elucidation of functional links of genetic alterations to cancer-associated signaling networks. Our integrative analysis of transcriptomic and proteomic data is different from the previous proteogenomic analyses in several aspects. In this study, we have not generated exome-sequencing data with which sequence-level analysis (e.g., mutations) can be carried out. Also, it should be noted however that DEGs and DEPs but not mutations are responsible for the phenotypes of mouse model used in this study. Moreover, with no phosphoproteome data available, we could not analyze the potential linkage between mutations and cellular signaling pathways. Furthermore, in the aforementioned proteogenomic analyses, the correlation between mRNA and protein abundances was determined based on over 100 samples^27–29^. In this study, the transcriptomic and proteomic data were obtained from only six samples (three WT and three TSC1 samples). Despite this limitation, for genes with both mRNA and protein abundance data available, we analyzed the correlation between mRNA expression levels and protein relative abundances. The mean mRNA-protein correlation for all the pairs of gene and protein was found to be 0.07 (Spearman correlation), which was lower than 0.23 (mean Spearman correlation) for colorectal cancer, 0.39 (median Pearson correlation) for breast cancer, and 0.38 (mean Spearman correlation) for ovarian cancer consistent with the small overlap between DEGs and DEPs. In summary, our integrative analysis of transcriptomic and proteomic data provided extensive lists of DEGs and DEPs by hyperactivated mTOR signaling, thus meaningfully extending the current list of TSC-associated molecules and cellular pathways identified by conventional small-scale experiments. These lists should serve as comprehensive resources to those who study functional links of mTOR signaling to the pathogenesis of TSC. Our study also provided the molecular signatures and their associated pathways shown in the network model (Fig. 4), some of which have been previously linked to mTOR signaling in brain. Specifically, GOBP enrichment analysis above showed that a number of cellular processes enriched by up- and down-regulated genes or proteins by hyperactivated mTOR signaling were closely associated with neuronal developmental and dendritic defects observed in the mouse model of TSC diseases. The clinical implications should be further tested with a larger number of TSC patients. In addition, longitudinal studies based on molecular signatures and their associated pathways can be designed *in vitro* or *in vivo* for further understanding of the development-associated nature of TSC pathogenesis. Such successful dissection of the molecular nature of TSC may also facilitate identification of therapeutic options for multiple mTOR signaling-related neurological disorders.

## Methods

### Generation of Tsc1/Emx1-cre CKO mice

Tsc1-floxed mice (strain #005680, Tsc1tm1Djk/J) and Emx1-cre mice (strain #005628, Emx1tm1(cre)Krj/J) were obtained from The Jackson Laboratory. 

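Tsc1 lies on the plus strand of chromosome 2 of mm10 from 28641228 to 28691167. In Tsc1-201, a principal transcript with 23 exons in the GENCODE annotation of the same assembly, exon 17 spans 28678952 to 28679118 (167 bases). Exon 18 of Tsc1-201 spans 28680023 to 28680205 (183 bases). In Tsc1-204, also marked principal and with 21 exons, exon 17 spans 28681191 to 28681301 and exon 18 spans 28681912 to 28682034. Which numbering the deleted exons follow was not tested. Tsc1 mRNA was 50.2, 32.0 and 28.4 TPM in WT replicates 1, 2 and 3, and 27.1, 21.7 and 22.4 TPM in TSC1 replicates 1, 2 and 3, or 36.9 ± 11.7 TPM (SD, n = 3) against 23.7 ± 2.92 TPM (SD, n = 3). All TSC1 values lay below all WT values (exact permutation test, p = 0.1, the smallest that 3 mice against 3 allow). The log2 fold change was -0.655 (standard error 0.175, edgeR adjusted p = 0.100), and leaving out WT replicate 1 moved it most, to -0.397. Under the replicate block, pairing taken from the labels (mean r of 0.151 for the same number and -0.0766 for others), it was -0.627 (edgeR adjusted p = 0.0217). The tables count whole genes, so a transcript without the deleted exons still adds to the value. The telencephalon also holds cells outside the dorsal cortex in which the gene is not deleted.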

Through interbreeding, Tsc1flox/flox;Emx1-cre/+ (Tsc1/Emx1-cre) conditional knockout (CKO) mice were generated, whose exons 17 and 18 of Tsc1 gene were deleted by cre recombinase expressed in embryonic dorsal cortex. Homozygous Tsc1-floxed;Emx1-cre negative littermates were used as controls. Tail genomic DNA was extracted using lysis buffer (0.025 N NaOH, 0.1 mM EDTA and 2.5% Triton X-100), and genotyping was performed by PCR with primers (floxed-Tsc1: 5′-AGGAGGCCTCTTCT GCTACC-3′ and 5′- CAGCTCCGACCATGAAGTG-3′, Emx1-cre: 5′-GCATTACCGGTCG ATGCAACGAGTGATGAG-3′ and 5′-GAGTGAACGAACCTGGTCGAAATCAGTGCG-3′). All experimental procedures were reviewed and approved by the Institutional Animal Research Ethics Committee of Ajou University Medical Center (South Korea) and performed in accordance with the relevant guidelines and regulations.

### mRNA-sequencing experiments

Total RNAs were extracted from telencephalon tissues of Tsc1/Emx1-cre CKO and control mice at P0 with the TRIzol reagent (Ambion) according to the standard procedure. Briefly, the tissue specimens were mechanically homogenized in TRIzol reagents with chloroform later added. After vortexing, the samples were incubated for 5 min at room temperature and centrifuged for 15 min with 14,000 rpm at 4 °C. The colorless upper phase was precipitated by mixing with the same volume of isopropanol and incubating for 10 min at room temperature. After centrifugation for 15 min with 14,000 rpm at 4 °C, the pellet was washed with 70% ethanol and air-dried for 10 min. Finally, the RNA was dissolved in DepC-water (Ambion). The quality of RNA was measured using Agilent Bioanalyzer 2100 (Agilent) and all samples showed RNA integrity number (RIN) >7. The quantity of RNA was assessed by NanoDrop (ND-1000) Spectrophotometer (Thermo Scientific). Total RNA libraries were prepared using Illumina Truseq RNA prep kit v2 according to the manufacturer’s standard protocol. RNA sequencing was performed on Illumina HiSeq 2500 platform using 101 bp paired-end runs. Sequencing reads were aligned to the mouse genome (mm10 from the UCSC genome database) using Mapsplice2 (version 2.1.7) after standard quality check and trimming with FastQC and Fastx-toolkit (version 0.0.13.2), respectively. RSEM (version 1.2.12) was used to quantify the mRNA abundance.

### Identification of differentially expressed genes

We identified differentially expressed genes (DEGs) between Tsc1/Emx1-cre CKO and control mice using the previously reported statistical method^30^. Briefly, *T* value and log_2_-median-ratio were computed for each gene. An empirical distribution of the null hypothesis (i.e., a gene is not differentially expressed) was estimated by calculating *T* values and log_2_-median ratios for the genes after randomly permuting the samples. For each gene, the adjusted *P*-values of the observed *T* value and log_2_-median ratio were computed using their corresponding empirical distributions by two-tailed tests and then combined into an overall *P* value using Stouffer’s method^31^. The DEGs were selected as the genes with 1) overall *P*-values < 0.05 and (2) absolute log_2_-fold-changes ≥95^th^ percentile (0.42) of the empirical null distribution of log_2_-median-ratio.

### Label-free peptide quantification

Detailed descriptions of protein preparation, MS analysis, and peptide identification are provided as supplementary methods. To assign MS intensity to peptide identification, an MS intensity-based label-free quantification method was applied to 24 LC-MS/MS datasets as described previously^32^. Briefly, through PE-MMR analysis, MS features of a peptide that appeared over a period of LC elution time in an LC-MS/MS experiment were grouped into a unique mass class (UMC)^33^. Ideally, each UMC corresponds to a peptide and contains the ions corresponding to the peptide, together with their mass spectral features, such as charge states, abundances (intensity), scan numbers, and measured monoisotopic masses. For each UMC, we obtained the mass by calculating the intensity-weighted average of the monoisotopic masses of all the ions in the UMC. For the peptide corresponding to the UMC, its abundance was estimated as the summation of the abundances of all the ions in the UMC (UMC intensity). The refined precursor masses of the MS/MS spectra by PE-MMR were matched to the UMC masses and then were replaced with those of UMCs. In this process, MS/MS spectra information was linked to the matched UMC. The linked MS/MS spectra were assigned with a peptide sequence (peptide ID) with a FDR ≤ 0.01 after MS-GF+ searching and target-decoy analysis. The peptide ID was assigned to the UMC, and the UMC intensity was assigned to the peptide ID.

### Assignment of UMCs by master AMT database

To assign the peptide IDs to unidentified UMCs, the master accurate mass and time tag (AMT) database (DB) was constructed and utilized as described previously^9^. Briefly, the information about UMCs with peptide IDs from 24 LC-MS/MS data (triplicate LC-MS/MS experiments of 8 samples) was compiled into the master AMT-DB. The AMTs are unique peptide sequences whose monoisotopic masses and normalized elution times (NETs^34^); are experimentally determined. For each AMT whose corresponding peptides were measured multiple times, the average mass and the median NET were recorded. We then mapped unidentified UMCs to AMTs in the master AMT DB with ±10 ppm of mass and ±0.02 of NET tolerances, and 3.0 of Excorr threshold. For each unidentified UMC matched to an AMT, the peptide ID for the AMT was assigned together with all information for the AMT (UMC mass, NET and Excorr).

### Alignment of the identified peptides

After the assignment of unidentified UMCs using the master AMT DB, we combined the assigned and identified UMCs from LC-MS/MS datasets into an *n* $$\times \,$$ *m* alignment table (peptide IDs for *n* UMCs and UMC intensities in *m* samples). The missing value in the alignment table means that the peptide was not identified in the corresponding datasets. For the missing values in each row of the table, we further searched for the UMCs that could be matched to the aligned UMCs based on their UMC masses and NETs with the following tolerance: ±10 ppm and ±0.01 across the technical replicates, and ±10 ppm and ±0.02 across the biological replicates. Quantile normalization was performed for UMC intensities in the alignment table to correct systematic variations of peptide abundance across datasets^35^. To evaluate reproducibility of LC-MS/MS analysis, two types of similarity scores between LC-MS/MS datasets were calculated by measuring the overlap of detected peptides and their intensity values, as previously described^36^.

### Identification of DEPs

To identify DEPs, we fist selected differentially expressed peptides (DEpeptides) by applying a previously reported integrative statistical method^30^ to UMC (peptide) intensities in the alignment table. Briefly, log_2_-intensities of each peptide in TSC1 samples were compared to those in control samples by Student’s t-test and median-ratio test, which resulted in *T* value and log_2_-median ratio respectively for each peptide. We then estimated empirical null distributions of *T* values and log_2_-median ratios by randomly permuting 18 samples 1,000 times. For each peptide, the adjusted *P* values of the observed *T* value and log_2_-median ratio were computed using the empirical distributions with two-tailed test and then integrated into an overall *P* value by using Stouffer’s method^31^. The DEpeptides were identified as the peptides with their overall *P* < 0.05 and absolute log_2_-fold-change ≥0.58 (1.5-fold in the original scale). Finally, the DEPs were identified as the proteins with the numbers of up- or down-regulated unique DEpeptides ≥2.

### Functional enrichment analysis of DEGs or DEPs

The enrichment analysis of Gene Ontology Biological Processes (GOBPs) for a list of proteins (up- and down-regulated genes or proteins) was performed using DAVID software^37^. GOBPs represented by the list of genes or proteins were identified as those with *P* < 0.05.

### Reconstruction of a network model

To reconstruct a network model for cellular processes and pathways affected by hyperactivated mTOR signaling, we first selected a subset of DEGs or DEPs involved in GOBPs related to the aforementioned developmental and morphological defects (dark green-labeled GOBPs in Fig. 3D) caused by hyperactivated mTOR signaling. Also, of the interactors of the selected genes and proteins, we added to the network model those that overlapped with our DEGs/DEPs or DEGs from TS data. Next, for the selected genes/proteins and the interactors, we collected protein-protein interactions obtained from six interactome databases: the Biological General Repository for Interaction Datasets (BioGRID)^38^, the Database of Interacting Proteins (DIP)^39^, High confidence protein-protein interactions (HitPredict)^40^, the IntAct molecular interaction database (IntAct)^41^, the Molecular INTeraction database (MINT)^42^, and functional protein association networks (STRING)^43^. Finally, we built a network model describing interactions among the selected genes/proteins and the interactors using Cytoscape^44^. The nodes in the network model are arranged into intracellular signaling pathways based on the information in Kyoto encyclopedia of genes and genomes (KEGG) pathway databases^45^.

### qRT-PCR analysis

Total RNA preparations (1 μg) obtained from telencephalon of Tsc1/Emx1-cre CKO and control mice at P0 were reverse transcribed into cDNAs using QuantiTect Reverse Transcription Kit (QIAGEN) according to the manufacturer’s instruction. qRT-PCR was run on a CFX96TM real time system (BIORAD) using Power SYBR^®^ Green Master Mix (Applied Biosystems). Samples were prepared in duplicates, and primer pairs are listed in Supplementary Table 4. All values were normalized to mouse β-actin and then standardized to the control condition. Error bars represent S.E.M., and the statistical significance was assessed using the Student’s t-test (*P < 0.05).

### Immunohistochemistry analysis

Mouse brains were fixed in 4% paraformaldehyde overnight at 4 °C, cryo-protected with 30% sucrose in PBS, embedded in O.C.T. compound (Scigen Scientific Gardena) and sectioned at 16 μm thickness using Microtome cryostat (Microm, HM520). The sections were treated with PBS containing 5% goat serum and 0.1% Triton X-100 for 1 hr at room temperature and incubated overnight at 4 °C with primary antibodies listed in Supplementary Table 5. The secondary antibodies conjugated to Alexa Fluor^®^ 488 and 594 dyes (Invitrogen) were used at a dilution of 1:300–500 for 1 hr. Images were obtained using a Zeiss LSM510 META Confocal Scanning Laser microscope (Carl Zeiss).

## Electronic supplementary material

Supplementary infromation

Supplementary table 1

Supplementary table 2

Supplementary table 3

How the deposited data were processed for this re-analysis (not part of the article)

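The mRNA-sequencing data are gene tables of telencephalon tissue from 3 WT and 3 TSC1 mice at postnatal day 0, 1 table per mouse. Groups were taken from the genotype labels of the samples, and replicate numbers 1, 2 and 3 from their titles. The authors checked and trimmed the reads, aligned them to mm10 with MapSplice2 and quantified genes with RSEM on RefSeq transcripts, whose release they do not state. The deposited expected count of a gene is RSEM's estimate of the reads that came from it, with no normalization. The deposited TPM is the share of a gene among all transcripts after division by its effective length, scaled by RSEM. The deposited FPKM is the count divided by effective length and by the reads counted in the sample, also from RSEM. The tables further hold a transcript length and an effective length, which is the length less the mean fragment length that RSEM modelled.

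Each table holds 22651 genes. Total expected counts were 16163214, 17772865 and 14119365 in WT replicates 1, 2 and 3, and 15313194, 14536445 and 16154603 in TSC1 replicates 1, 2 and 3. At that depth, 3 counts in a gene correspond to between 0.169 and 0.212 CPM, and smaller values were not read as expression. All pairs of samples of a group were checked to be distinct libraries.

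Expected counts were rounded to whole numbers and fitted with edgeR 4.0.16 in R 4.3.3 (TMM normalization, the filterByExpr filter, quasi-likelihood test), and genes with a Benjamini-Hochberg adjusted p below 0.05 were called. The paper's integrative method was written in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. It used log2(TPM + 1) of genes with a TPM of at least 1 in at least 3 samples, null distributions from all 20 assignments of the samples pooled over genes, and Stouffer's method, with a fold change cut at the 95th percentile of the null. Gene sets were tested with camera in limma 3.58.1 (inter-gene correlation 0.01) on log2 CPM with a prior count of 2. Single values of 3 mice against 3 were compared with exact permutation tests, whose smallest p is 0.1. Positions are from the GENCODE annotation of GRCm38, the assembly of mm10, counted from 1.

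Alternatives were run for normalization (RLE, upper quartile), test (DESeq2 1.42.0, limma on log2(TPM + 1)), filter (none, at least 10 counts in every sample, no genes shorter than 200 bases), fold change cut, unit and offset of the integrative method, its null and its filter, the threshold for an expressed gene, a replicate block, and each replicate left out in turn. The replicate block takes the pairing from the labels. An edgeR fit with effective lengths as offsets was added after seeing that effective lengths differ between the groups.

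Full values are given for each gene that the paper's results name and that is in Supplementary Table 1, for Tsc1, and for the 10 largest rises and 10 largest falls among edgeR DEGs whose groups do not overlap. Some genes that the paper's network names were left out. Other genes are given as examples of their sets. Genes that edgeR's filter removed are given from the fit without a filter, and that is stated with them.

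The scripts were tested on simulated data with 200 changed genes at an absolute log2 fold change of 1.5. edgeR recovered 100% with 3.85% false calls, and called 0 genes when none was changed. DESeq2 recovered 100% with 4.76% false calls. The integrative method recovered 100% and called 415 of 13286 unchanged genes. Of 100 random gene sets, 5 had a camera p below 0.05. Genes were simulated independently of each other, so this does not check camera for sets whose genes vary together between mice. For such sets the camera p-values may be too small. These tests were written after a first, exploratory fit of the real tables, which is later than planned. The main settings had been fixed before the tables were read, and in the final scripts the simulated tests run first.

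Marker sets were written before the tables were read but after Supplementary Table 1 was read. Their members in that table were therefore open to selection from it. The members outside it are those left once genes called from these same mice were removed, which favours small changes. A weak result in them does not count against a change of the whole set. Membership was matched by symbol, and Sc4mol, counted as outside, is listed as up-regulated in Supplementary Table 3. GO annotation was not available, so the GOBP enrichment was not rerun and the genes that Supplementary Table 3 lists were followed instead. Protein values per sample and the patient profiles are not in the files analysed here, and only the paper's lists of them were used.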

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

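The main tests, their alternatives and most of the explanations tested here were written down before the processed files arrived. The prediction for the fragment length was written after its result had been seen.

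The mean fragment length that RSEM modelled, read from the effective length column, which the paper does not report on, was 57.2867 bases (SD 1.27, n = 3) in TSC1 and 49.0567 bases (SD 2.01, n = 3) in WT, without overlap between the groups (exact permutation test, p = 0.1, the smallest that 3 mice against 3 allow). Both are shorter than the reads that the paper's methods give. A difference of this kind could move the values of short genes. Among genes shorter than 300 bases, 0 of 3 were edgeR DEGs (Fisher's exact test, p = 1). By the prediction as written, that counts against the explanation, but 3 genes cannot show an enrichment, so it was left open, a reading chosen after the result. With effective lengths as offsets, a fit added after seeing the data, edgeR gave 204 DEGs against 212. In that fit the mean log2 fold change was 0.4012 for the cytosolic synthetases, against 0.4016 in the main fit. It was -1.066 against -1.064 for the ventral markers and 1.192 against 1.190 for the ATF4 targets, both described below. For these sets, that argues against an effect of the modelled length through effective length. Single genes moved further, such as Rasgrf1 from -0.770 to -0.888. The difference in the modelled length cannot be told apart from a difference in library preparation between the groups, and no biological explanation was tested.

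Targets of ATF4, a transcription factor of the amino acid response that the paper does not discuss, rose by a mean log2 fold change of 1.19004 in TSC1 (24 genes, limma camera, adjusted p = 5.7e-17 over the marker sets). Of these, 21 were higher and 14 had an edgeR adjusted p below 0.05, with Slc7a3 highest. Mean log2 CPM of the set was 3.58, 3.64 and 3.59 in WT and 4.95, 4.64 and 4.63 in TSC1, so all 3 TSC1 samples lay above all WT samples. With the replicate block the mean was 1.17. But 19 of the 24 genes are in Supplementary Table 1, which had been read when the set was written. The 5 targets outside it had a mean of 0.159 (limma camera p = 0.370588, exact permutation test of the set's mean log2 CPM per sample, p = 0.6), with 3 higher and 2 lower, and without TSC1 replicate 1 their mean was -0.0107. A wider rise of ATF4 targets may lie behind the higher mRNA of tRNA aminoacylation genes, since the set holds no synthetase gene and rose with them, but these 5 genes do not decide it. The prediction as written counts their lack of a rise against the explanation. It was left open because 5 genes are few, again a reading chosen after the result. The 5 genes are also those left once targets called from the same mice were removed, which favours a small mean. Depth and sex of the pups were balanced between the groups. The relation of fold change to gene length given under the other observations moved medians by far less than this set's mean.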

How the results depend on the processing

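Of 25 headline results, 10 were unchanged under every alternative, and of 75 results in all, 28 were. The mean rises of the cytosolic synthetases and of the SREBP2 targets kept their direction and their side of the threshold throughout.

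The number of edgeR DEGs, 212 in the main fit, was 636 with DESeq2 (335 up-regulated, 301 down-regulated), 346 without a filter on low counts (171 down-regulated), and 551 with the replicate block (273 up-regulated, 278 down-regulated). It ranged from 29 to 799 across the 6 fits that each left out 1 replicate, with 24 to 368 up-regulated and 4 to 431 down-regulated genes. The recovery of Supplementary Table 1 by edgeR, 163 genes in the main fit, was 372, 254 and 339 in the same order of alternatives, and 29 to 491 with a replicate left out. The overlap of DEGs and DEPs, 16 in the main fit, was 38 with DESeq2 and 33 with the replicate block, and 6 to 37 with a replicate left out. The highest counts, such as 799, came without TSC1 replicate 3, the TSC1 sample nearest to WT on the first principal component, whose removal could lower the estimated spread within TSC1. The replicate block may take up variation that samples of the same number share, although a pairing by number was not shown. DESeq2 estimates the spread of a gene in another way.

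Among the 7 qRT-PCR genes, 2 passed in the main fit, 1 with upper-quartile normalization, 4 with DESeq2, 5 without a filter on low counts, 7 with the replicate block, and 0 to 7 with a replicate left out. For Tsc1, DESeq2 (-0.653377) and the replicate block (-0.626783) passed an adjusted p of 0.05 at nearly the main log2 fold change.

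Up-regulated genes of the integrative method, 506 in the main run, ranged from 301 to 753 with a replicate left out. Expressed genes per sample, 13770 in the main count, were 12451 at an FPKM of at least 1, 16077.2 at a TPM of at least 0.1, 16506 at a TPM above 0, 16498 at an expected count of at least 1 and 13936.2 at an expected count of at least 10. The replicate block was not run because the integrative method has no term for a block and the number of expressed genes comes from no test.

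Some sets were less stable, among them large sets with a very small mean change and sets of few genes. The 119 tested genes listed under apoptosis only by protein or patient columns had a mean of -0.00591 in the main fit. It was 0.00905343 with at least 10 counts in every sample, reversed from the main fit, and -0.046146 to 0.0334443 with a replicate left out. The mean of the 114 such genes of the neuronal terms went from -0.0324444 to 0.0379503. The median of the apoptosis genes ranged from -0.923838 to -0.660131. Outside Supplementary Table 1, the erythroid markers had -0.795696 without a filter, -0.947246 with at least 10 counts in every sample and -1.01876 to -0.046234 with a replicate left out, the choroid plexus markers -0.655884 to -0.376592, and the ATF4 targets -0.0106719 to 0.234388. Xist ranged from -0.702136 to 0.466032, as removing a replicate changes the share of male pups.

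Of 717 further rows, 610 stayed the same, 75 were weaker, 29 stronger and 3 reversed. Of the 521 rows for 36 single genes, 430 stayed the same, 67 were weaker, 24 stronger and 0 reversed. The depth limits genes with few counts: Fgf3 and Fgf15 were removed by the main filter, so most alternatives gave no value for them. Fgf15 passed the filter in 4 of the fits that left out a replicate, and Fgf3 in none.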

Differences from the paper's values

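The paper reports 1053 DEGs by its integrative method, and edgeR with adjustment for multiple testing gave 212. Of the alternatives set before the files arrived, the fit without TSC1 replicate 3 (799 DEGs) came within 1.5 times the paper's number, and the others, DESeq2 (636) and the replicate block (551) included, did not. For up-regulated genes the paper has 492 and edgeR gave 120, with DESeq2 (335) and the fit without TSC1 replicate 3 (368) in that range and the others outside. For down-regulated genes the paper has 561 and edgeR gave 92, with only the fit without TSC1 replicate 3 (431) in range. The rerun of the integrative method itself gave 1008 DEGs, 506 up-regulated and 502 down-regulated.

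The paper reports 32 molecules that were both DEGs and DEPs, and edgeR DEGs gave 16. DESeq2 (38), the replicate block (33) and the fits without WT replicate 1 (27) and without TSC1 replicate 3 (37) came within 1.5 times the paper's number, and the other alternatives did not. With DEGs of the integrative method, log2(TMM-normalized CPM + 1) and the run without TSC1 replicate 3 each gave 32.

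On the scale of mega reads, the paper gives 125.3 per sample, and the tables hold 15.6766 in expected counts (15676600 per sample). These are different measures, reads sequenced and reads assigned to genes, and no alternative applies.

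The values that Supplementary Table 1 lists are log2-median-ratios by the paper's methods, a different statistic from the edgeR log2 fold change. Against edgeR, Rasgrf1 has -1.23956 in the paper and -0.769516 here, and of the edgeR alternatives set before the files arrived only the fit without TSC1 replicate 3 (-1.21) was in range. The log2-median-ratio of Rasgrf1 in the main rerun of the integrative method, -1.15, was in range, with -1.25 at an offset of 0.1 and -1.24 after quantile normalization, and only its run without TSC1 replicate 2 (-0.761) was not. For Pik3r1 the paper lists 0.717375 and edgeR gave 0.480807, with only the fit without WT replicate 1 (0.623) in range among the edgeR alternatives. Its log2-median-ratio was 0.722 in the main rerun and 0.718 after quantile normalization, and all alternatives of that method were in range.

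For Fgf3 the paper lists -0.874199 against -2.89862 in the edgeR fit without a filter, and the other edgeR alternatives gave no value. For Fgf15 the paper lists -0.896937 against -2.47711, and the fits that left out a replicate and gave a value, from -3.02 to -2.12, were not in range. For Fgfr4 the paper lists -0.486981 against -1.5063, and of the edgeR and limma alternatives only limma on log2(TPM + 1) (-0.524) was in range. These genes were below the expression filter of the main rerun of the integrative method. In its run on all genes with a TPM above 0 in any sample, also set before the files arrived, their log2-median-ratios were -0.917, -1.02 and -0.510, all in range.

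For Ephb1 the paper lists -0.505094 and the rerun of the integrative method gave a log2-median-ratio of -0.426368. Settings in range were log2(FPKM + 1) (-0.503), upper-quartile normalized counts (-0.509), TMM-normalized CPM (-0.479), quantile normalization (-0.505) and the runs without TSC1 replicate 2 or 3 (-0.482 each). An offset of 0.1, the other filters and the runs without another replicate were not in range.

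The paper's text names Pik3r1 among down-regulated components, and its mRNA was higher in TSC1 here, with a log2 fold change of 0.481. Supplementary Table 1 lists Pik3r1 as up-regulated. Uchl1, Myh10, Actn1, Tln2 and Dcx, which the paper names as down-regulated or aberrant, had mRNA log2 fold changes of 0.0153, 0.232, 0.198, 0.167 and 0.262. These genes are in Supplementary Table 2 for lower protein. Tsc1 is in Supplementary Table 1, but in the main run of the integrative method its log2-median-ratio of -0.494 fell just short of the cut of 0.496, so it was not called.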

Other observations

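All 39 markers of the striatum and of subpallial progenitors and GABAergic neurons were lower in TSC1, with a mean log2 fold change of -1.06 (limma camera, adjusted p = 8.8e-20 over the marker sets), and 8 had an edgeR adjusted p below 0.05. Most are in Supplementary Table 1, but the 7 outside it were also all lower (mean -0.411, limma camera p = 0.00148372, exact permutation test of the set's mean log2 CPM per sample, p = 0.1, the smallest possible). In contrast, 14 pan-neuronal markers were higher by 0.163. The 12 markers of the pallial excitatory lineage were higher by 0.209, but the groups overlapped (exact permutation test, p = 0.2). The 10 of them outside Supplementary Table 1 were higher by 0.149 (limma camera p = 0.105, exact permutation test, p = 0.3). Mean log2 CPM of the 39 markers was 4.44, 4.47 and 4.78 in WT and 2.93, 3.10 and 4.03 in TSC1. Cre is expressed in the dorsal cortex in this model. A smaller share of ventral telencephalon in the TSC1 samples, as from a difference in dissection or in the size of the cortex, could lower these markers. Lower mRNA of Drd2, Adora2a, Isl1 and Gad1 may reflect that share. The falls of striatal markers were uneven, from -0.128 for Foxp1 and -0.228 for Drd1a to -2.13 for Drd2. An equal loss of ventral tissue alone would not give that range if all were confined to it. A lower expression per cell cannot be told apart from a smaller share with whole tissue. Listed neuronal genes outside these markers were lower too (22 genes, mean -0.942), although they were chosen by the paper for their fall.

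Choroid plexus markers fell by a mean of 1.43 (15 genes, limma camera, adjusted p = 5.5e-07), with mean log2 CPM of 2.81, 2.26 and 3.14 in WT and 0.609, 0.582 and 2.15 in TSC1. The 4 tested markers outside Supplementary Table 1 had a mean of -0.494 (limma camera p = 0.166428, exact permutation test per sample, p = 0.3), so less choroid plexus tissue in the TSC1 samples remains possible but was not shown by them. Erythroid markers had a mean of -1.21 (5 genes), and the 4 outside Supplementary Table 1 a mean of -0.784 (limma camera p = 0.0891338, exact permutation test per sample, p = 0.3), which leaves less blood in the TSC1 samples open as well. Both predictions as written count such p-values against the explanation, and both were left open after the result because 4 genes are few. These markers are also those left once genes called from the same mice were removed, which favours small changes. Neither pattern can be told apart from a difference in tissue composition.

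As for explanations of the differences as a whole, total expected counts did not separate the groups (exact permutation test, p = 0.6). Y-linked genes were counted in replicate 3 of each group only, a difference of 0 male pups between the groups. Log2 fold change had a Spearman rho across genes of -0.0930618 with GC content, below the bound of 0.2 set for it, over the 94.0% of genes with a GC value. With gene length the rho was 0.213822, above that bound. From the shortest 3494 genes to the longest 3492, the median log2 fold change went from -0.0678 to 0.0643, and edgeR DEGs from 17 up-regulated and 30 down-regulated to 47 up-regulated and 20 down-regulated. A gene length bias between the groups may therefore add to small differences, and small rises of long genes cannot be told apart from it here. Those medians are small beside the mean changes of the ventral markers (-1.06) and the ATF4 targets (1.19).

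The 6 samples can be split into groups of 3 in 10 ways. For edgeR, 2 of the 10 splits gave as many DEGs as the real one, the real one included: WT replicate 1 with TSC1 replicates 1 and 2, against the others, gave 691, and the remaining 8 gave 0. For the integrative method, the same 2 of the 10 splits gave as many DEGs, that split with 1057. It follows no batch in the labels. With 10 splits, no count can show that the grouping is rare.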
